# A Polyadenylation Factor Subunit Implicated in Regulating Oxidative Signaling in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0002410

**Published:** 2008-06-11

**Authors:** Jingxian Zhang, Balasubramanyam Addepalli, Kil-Young Yun, Arthur G. Hunt, Ruqiang Xu, Suryadevara Rao, Qingshun Q. Li, Deane L. Falcone

## Abstract

**Background:**

Plants respond to many unfavorable environmental conditions via signaling mediated by altered levels of various reactive oxygen species (ROS). To gain additional insight into oxidative signaling responses, *Arabidopsis* mutants that exhibited tolerance to oxidative stress were isolated. We describe herein the isolation and characterization of one such mutant, *oxt6*.

**Methodology/Principal Findings:**

The *oxt6* mutation is due to the disruption of a complex gene (At1g30460) that encodes the *Arabidopsis* ortholog of the 30-kD subunit of the cleavage and polyadenylation specificity factor (CPSF30) as well as a larger, related 65-kD protein. Expression of mRNAs encoding *Arabidopsis* CPSF30 alone was able to restore wild-type growth and stress susceptibility to the *oxt6* mutant. Transcriptional profiling and single gene expression studies show elevated constitutive expression of a subset of genes that encode proteins containing thioredoxin- and glutaredoxin- related domains in the *oxt6* mutant, suggesting that stress can be ameliorated by these gene classes. Bulk poly(A) tail length was not seemingly affected in the *oxt6* mutant, but poly(A) site selection was different, indicating a subtle effect on polyadenylation in the mutant.

**Conclusions/Significance:**

These results implicate the *Arabidopsis* CPSF30 protein in the posttranscriptional control of the responses of plants to stress, and in particular to the expression of a set of genes that suffices to confer tolerance to oxidative stress.

## Introduction

Plants encounter a broad range of challenges in the natural environment. Adverse conditions brought about by excesses of light or temperature, drought, salinity, atmospheric pollutants such as ozone, or soil-borne pollutants such as heavy metals, can all threaten plant health. Critical for their survival is the ability of plants to perceive and rapidly respond to the stresses caused by such ever-changing conditions. Characteristic responses to most of these conditions are alterations in the cellular level of reactive oxygen species (ROS) [1]–[3]. The ensuing oxidative stress produced by severe increases in ROS can be deleterious to plants, as ROS such as the superoxide radical, hydrogen peroxide, or the hydroxyl radical are able to damage most cellular macromolecules directly, and ultimately lead to cell death [2], [4], [5]. On the other hand, ROS are produced continuously at basal levels as a consequence of a wide range of common metabolic processes. This, together with the transient increases in ROS concentrations when subjected to unfavorable conditions, make ROS well suited to be key regulatory molecules of plant responses to stress [1], [3], [6] as well as more general signaling molecules for a variety of plant processes such as stomatal closure, cell expansion, root gravitropism, and aspects of development [7], [8].

The recognition of ROS signaling in several plant processes has led to considerable interest in studying the expression of ROS regulated genes. Exposure to ROS triggers a sizeable gene expression program [9], [10], including the activation of a set of genes encoding a characteristic array of detoxifying enzymes [11]–[13]. This increased gene expression probably involves one or more signaling pathways, modulation of which results in changes in transcriptional activity of a variety of genes encoding detoxifying enzymes. Components of several regulatory systems have been implicated in responses to ROS. One of these are protein kinases (MAPKs); ROS or treatments that increase ROS activate a number of plant MAPKs, and ROS may act through activation of an upstream kinase, OXI1 [14], which has recently been proposed to also enable lipid-derived signals to be integrated via an oxidative signaling module, PDK1-OXI1 [15]. Additionally, the transcription factor, ZAT12, a C_2_H_2_-type zinc finger protein, has been implicated in early steps in the response of *Arabidopsis* to ROS and to abiotic stresses that are associated with ROS signaling [16], [17]. Transcription of ZAT12 is itself upregulated in response to ROS, as well as being required for the ROS-regulated expression of at least one other stress-associated transcription factor, ZAT7, another C_2_H_2_-type zinc finger protein [17]. ZAT12, in turn appears to be regulated by HSF21, a redox-sensitive transcription factor [18]. An additional ZAT family transcription factor, ZAT10, has recently been shown to be involved in high-light acclimation of leaves, a process also tied to ROS signaling [19], [20]. Among the consequences of exposure to environmental stress signals, including ROS, is a rapid elevation of intracellular calcium levels [21]–[24]. These observations, along with the reported calcium-dependent activation of the H_2_O_2_ detoxifying enzyme catalase by calmodulin [25], suggest that calcium-mediated signaling is important in response to ROS. The mechanisms by which these systems cooperate or intersect, how their activities are affected by other stress- and pathogen- related signaling pathways, and how the initial stress state is sensed remain to be worked out.

To gain further understanding of the processes plants use to perceive and respond to stress, we applied a genetic screen based on a whole-seedling phenotype to isolate lines that exhibit enhanced growth in the presence of conditions that elicit oxidative stress. We present here the characterization of an *Arabidopsis* mutant that tolerates oxidative stress, *oxt6*. The *oxt6* mutation was caused by a T-DNA insertion into a gene encoding a polyadenylation factor subunit homolog, CPSF30. The properties of this mutant are consistent with a model whereby stress signals are linked to downstream stress tolerance responses that are modulated by RNA processing.

## Results

### Isolation of an Arabidopsis oxidative stress-tolerant mutant, Oxt6

To isolate mutants of *Arabidopsis thaliana* that possess enhanced tolerance to oxidative stress, a genetic screen based on a whole seedling phenotype was developed. This screen employed 3-amino-1, 2, 4-triazole (AT), a catalase inhibitor that elevates intracellular H_2_O_2_ in cultured *Arabidopsis* cells [26]. Since addition of AT to cells also leads to increased glutathione levels [26], and since higher glutathione concentrations are expected to ameliorate the increased H_2_O_2_ levels caused by AT treatment, buthionine S,R-sulfoximine (BSO), an inhibitor of glutathione synthesis [27], was also included to insure the stress-inducing conditions. A range of AT and BSO concentrations were tested to find a combination that caused uniform growth inhibition without killing the plants. AT and BSO at 2.0 μM and 400 μM, respectively, resulted in a uniform inhibition of root growth when roots penetrated the agar medium, but did not result in immediate death of wild-type seedlings (Sukrong et al., unpublished data). These conditions were used to screen for mutants that displayed longer primary roots after growth under the imposed stress.

In a population of ∼10,000 independent T-DNA mutagenized *Arabidopsis* lines, 326 gave root lengths at least 130% longer than wild type and 35 of this group showed heritability for elongated roots. These 35 lines were examined for tolerance to methyl viologen (MV). MV generates ROS via the production of superoxide radicals primarily at photosystem I, a mechanism distinct from AT and BSO; mutants resistant to both AT+BSO and MV are expected to be affected in general responses to ROS, as opposed to pathways specific for either metabolism related to these chemicals or to the specific oxidative species involved. Several lines, designated *oxt* for *ox*idative stress *t*olerant, displayed reduced sensitivity to AT and BSO as well as to MV. One such line, *oxt6*, was selected for further study.

Genetic analysis was conducted by backcrossing *oxt6* to the wild type and scoring the resulting F_1_ progeny for either tolerance to AT plus BSO, or for the distinctive dwarf phenotype seen in the mutant plants when grown in soil (see below). All F_1_ heterozygotes exhibited wild-type phenotypes under both stress and soil-grown conditions. Selfed F_2_ progeny of individuals from these backcrosses showed a segregation ratio close to 3∶1 (447 long roots∶140 short roots, χ^2^ = 0.4; P>0.05) for tolerance to MV, indicating that *oxt6* is a recessive mutation that confers tolerance to oxidative stress. PCR analysis confirmed that T-DNA was present in all MV-tolerant plants. MV-sensitive individuals that arose from the same backcross segregated for the presence of the T-DNA in a ratio of 68∶30, close to an expected 2∶1 ratio (χ^2^ = 0.33, P>0.05), indicating that *oxt6* contained a single T-DNA insertion that was very likely linked to the mutant phenotype.

### Oxidative stress tolerance in the oxt6 mutant

*Oxt6* plants were somewhat smaller than wild type when grown under non-stress conditions in both MS agar medium (Figure 1A and 2B) and soil (Figure 3A). The relative growth rate of wild type calculated from day 8 to day 14 was 0.323 mg^−1^d^−1^ while the *oxt6* relative growth rate over this same interval was 0.213 mg^−1^d^−1^, indicating that the wild type grew 1.5-times faster than *oxt6* at earlier stages. After 14 days however, the wild-type and *oxt6* growth rates were similar, such that the *oxt6* rosette leaves attained a mean diameter of about 0.7 times that of the wild-type rosette before bolting. The *oxt6* mutant also exhibited a modest delay in development under non-stress conditions in long day lengths, as reflected by the number of leaves within the rosette at the time of bolting. Prior to bolting, wild-type rosettes had 11.9±0.8 leaves, while rosettes on *oxt6* mutant plants had 13.8±0.6 leaves (n = 10 plants each; ±SE).

**Figure 1:**
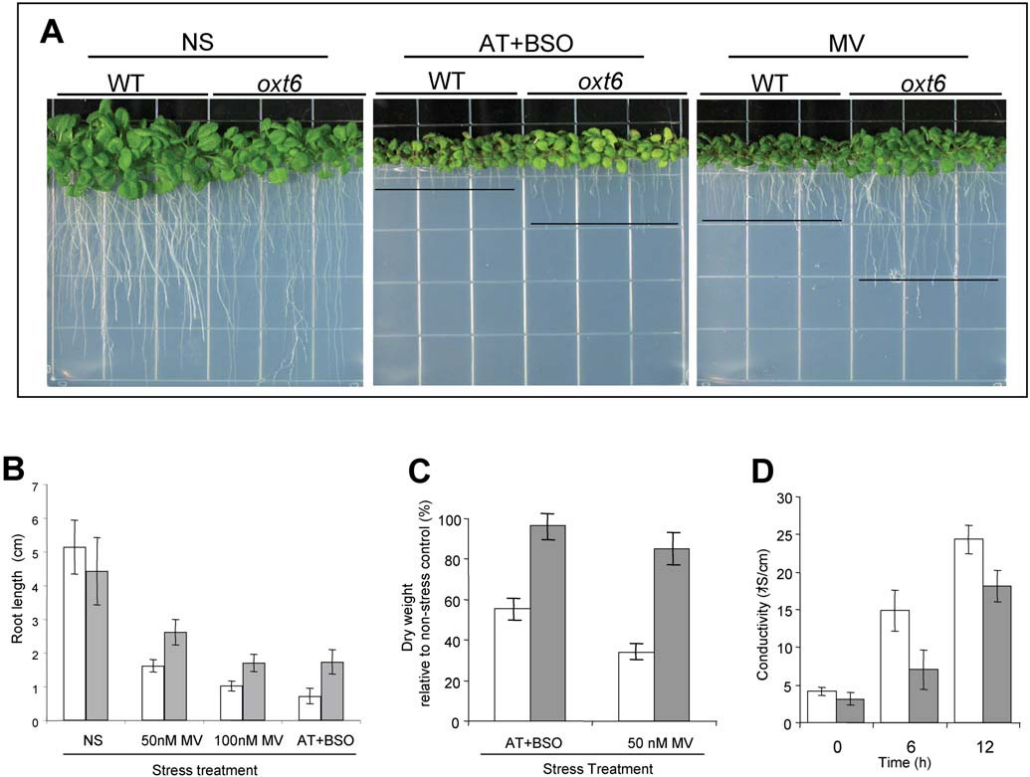
Phenotypes of the *oxt6* mutant. (A) Images of wild-type and *oxt6* plants growing on MS+1% sucrose agar medium only [non-stress (NS)] and under stress conditions induced by 2.0 μM aminotriazole +0.4 mM buthionine sulfoximine (AT+BSO) and 50 nM methyl viologen (MV). (B) and (C). Effects of AT+BSO and MV treatments on root length (B) and dry mass accumulation (C) in the wild type and *oxt6* mutants. Dry weight data are plotted as a percentage of the accumulation of each line under non-stressed conditions. (D) Reduced cell damage in isolated leaf discs in the presence of methyl viologen as measured by ion leakage. Leaf discs were incubated in 2.0 μM methyl viologen at 22°C at 80 μmol m^−2 ^s^−1^ and ion leakage determined as described in Materials and Methods. (B) through (D), white bars, wild type, gray bars, *oxt6*.

**Figure 2:**
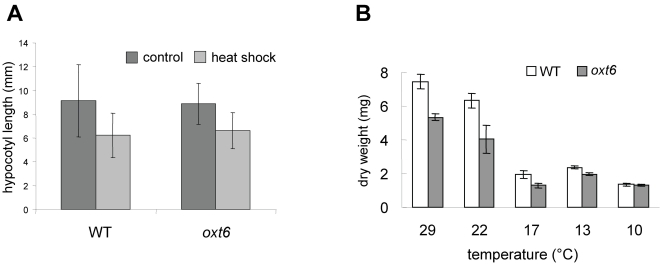
Responses of the *oxt6* mutant to high and low temperature. (A) Responses of plants to elevated temperatures. Young seedlings were exposed to 40°C for a brief period of time and hypocotyls elongation measured after returning the plants to room temperature (see Methods). (B) Seven-d-old plants were grown on MS+sucrose medium at 22°C and then grown at the indicated temperatures for14 days, when the dry mass accumulation was determined. Samples in both plots are as indicated in the legend in the insets.

**Figure 3:**
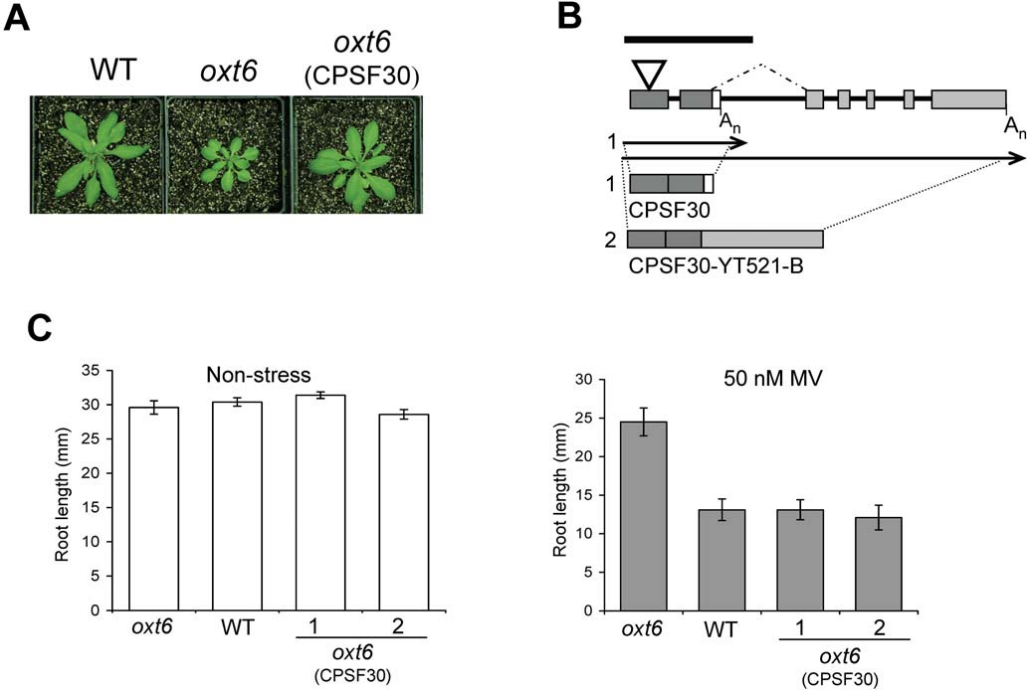
Complementation of the mutant phenotype by the AtCPSF30 coding region. (A) Photograph of representative plants grown in soil under unstressed conditions. (B) Schematic representation of the *OXT6* gene structure. Dark gray boxes indicate the exons present in the smaller of the two transcripts encoded by this gene, while light gray boxes represent additional exons present in the larger of the two *OXT6*-encoded RNAs. Note that the sequence represented by the small white box is absent in the larger RNA. The structures of the spliced RNAs (“1” and “2”) are depicted beneath the illustration of the genomic DNA. The solid line above the illustration of the genomic DNA indicates the extent of the gene that was expressed for complementation studies (note that the promoter sequences are not shown in the illustration). The polyadenylation site within the second intron that is utilized for production of the shorter transcript is denoted as A_n_, and the splice junctions that define the second intron linked together above the depiction of the genomic DNA. (C) Root lengths of wild-type, *oxt6* mutants, and *oxt6*:AtCPSF30 plants after exposure to 50 nM MV.

After 14 days of growth on agar media, untreated *oxt6* mutants had root lengths that were about 85% of the wild type (Figure 1B). In contrast, the root lengths of *oxt6* plants grown in the presence of MV or AT+BSO were 150%–250% of the treated control plants (Figure 1B). In terms of the inhibition of root growth, the MV and AT+BSO treatments inhibited wild-type root growth by between 70% and 90%, respectively, while the same treatments reduced *oxt6* root growth by 40%–60% (Figure 1B). After 14 days of growth on agar plates, AT+BSO-treated *oxt6* plants accumulated about 95% of the aerial dry mass as did untreated *oxt6* plants, while MV-treated *oxt6* plants accumulated about 90% of the aerial dry mass that untreated *oxt6* plants did (Figure 1C). In contrast, the growth of wild-type plants was inhibited by about 45% and 70%, respectively, by these treatments (Figure 1C).

Cellular ion leakage in leaf explants can be used as a means to quantify damage induced by oxidative stress, and thereby provide an assessment of stress tolerance independent of growth characteristics. Untreated wild-type and *oxt6* plants showed a similar (low) degree of ion leakage, assessed as the conductivity of the medium in which the leaf explants were incubated (Fig. 1D). After 6 hr in the presence of MV, ion leakage in the mutant was some 48% of that seen in the wild-type (Fig. 1D), indicative of a significant reduction in MV-induced cellular damage. After 12 hours, ion leakage in the mutant was some 70% of that seen in the wild-type (Figure 1D). This experiment demonstrates a considerable protection against the damaging effects of MV in the mutant.

Reactive oxygen signaling is associated with numerous biotic and abiotic stresses. Because of these interrelationships, it is possible that the tolerance to chemically-induced oxidative stress exhibited by the *oxt6* mutant is due to other changes in responses to stresses that may include constitutive conditioning of plants to tolerate ROS. Alternatively, tolerance to ROS may manifest itself as changes in responses to stresses (such as elevated or low temperatures) that are accompanied by production of ROS. To test this, the responses of the mutant to high temperature treatment (Figure 2A) and to growth at high and low temperatures (Figure 2B) were examined. As shown, the responses of the *oxt6* mutant to these treatments were very similar to those of its wild-type parent. Thus, the *oxt6* mutant does not display a general or global alteration in responses to abiotic stress, but rather a more limited change in the susceptibility just to ROS elicited, for example, with MV.

### Molecular characterization and complementation of the oxt6 mutant

Using PCR primers specific for the modified T-DNA used to mutagenize the *Arabidopsis* population, the genomic position of the *oxt6* mutation was found to lie 147 bp downstream of the translation initiation codon within the first exon of a gene, At1g30460, located on *Arabidopsis* chromosome 1 (Figure 3B). This gene encodes two mRNAs (Figure 4A) and, as shown in a previous study, two polypeptides, owing to alternative poly(A) site use [28]. The smaller of these is similar to yeast and mammalian polyadenylation factor subunits (Yth1p and the 30 kD subunit of cleavage and polyadenylation specificity factor, or CPSF30, respectively; [28]), while the larger polypeptide consists of the CFSP30-related domain fused to a second domain that is related to a mammalian splicing factor-related protein (YT521-B; [29]. The *oxt6* mutant lacks both polypeptides, as shown in previous work [28], as well as their encoding mRNAs (Figure 4A;). The *OXT6* gene appears to be expressed in all tissues, judging from the results of RT/PCR analysis (Figure 4B) and from perusal of public domain microarray data (Figure 4C) (Supporting table S5). The latter analysis shows that expression of the At1g30460 gene varies at most by about 4-fold over the range of samples analyzed, with the highest expression in the shoot apex and lowest in stamens. Interestingly, the smaller but not larger of the two *OXT6*-encoded mRNAs was transiently up-regulated by exposure to MV (Figure 4D).

**Figure 4:**
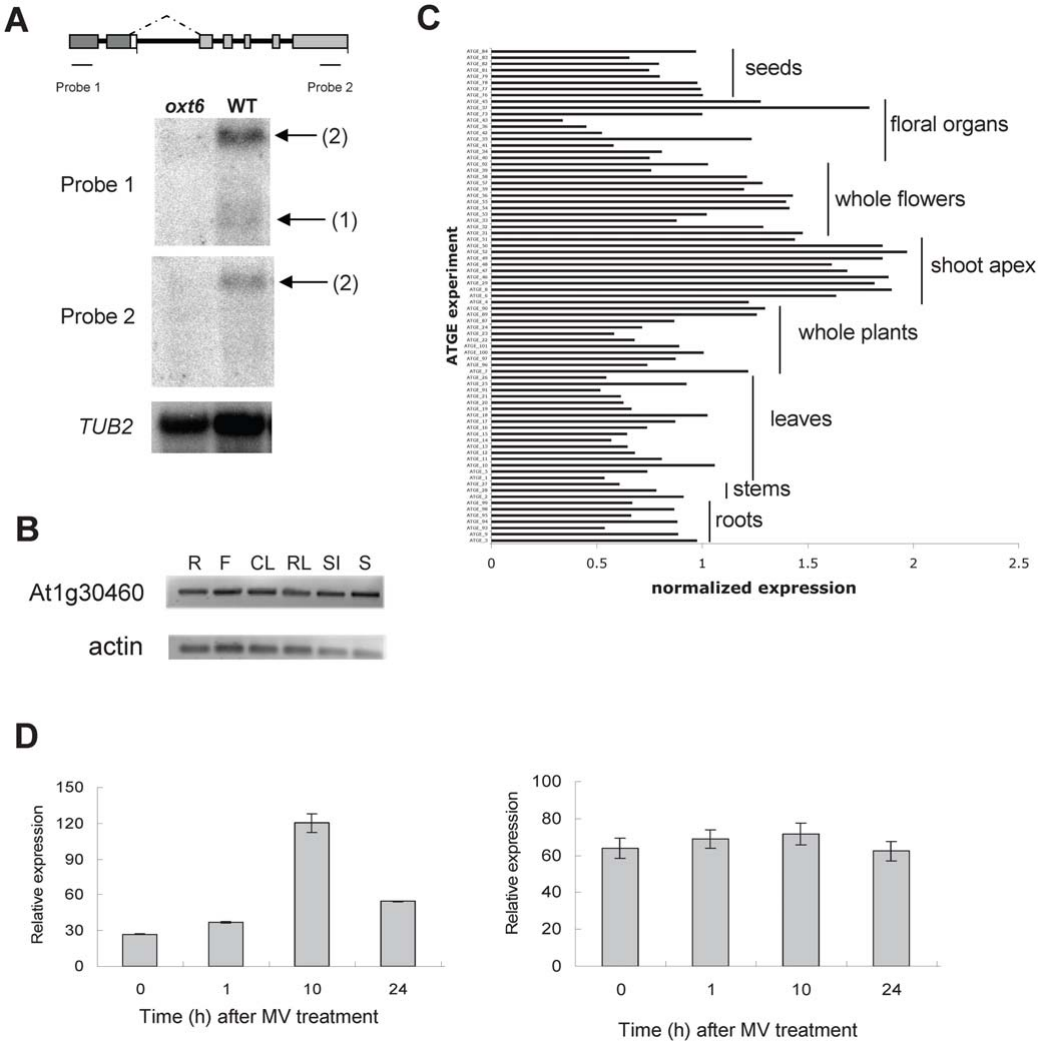
*OXT6* gene expression profile. (A) RNA blot analysis of the expression of the *OXT6* gene in the *oxt6* mutant and wild-type (WT) plants. The structure of the *OXT6* gene is shown at the top, with the positions of the probes (“Probe 1” and “probe 2”) used for the RNA blotting highlighted. The expression of the *Arabidopsis* tubulin gene is shown beneath the two *OXT6* gene probe blots. “(1)” and “(2)” indicate transcripts sizes as those depicted in the schematic in Figure 3B. (B) RT-PCR analysis of *OXT6* gene expression in different plant tissues. Total RNA was isolated from root (R), flower (F), cauline leaf (CL), rosette leaf (RL), silique (Si), and stem tissues (S) from mature (25-day-old) plants and gene primers specific to the small (AtCPSF30) transcript were used following reverse transcription as described in Materials and Methods. (C) Meta-analysis of the expression of the *OXT6* gene. Expression data for this gene (probe 261798_at) for the developmental series available from NASC was extracted and the normalized expression values plotted as shown; this probe set recognizes just the larger of the two *OXT6*-encoded RNAs. Developmental stages for the sets of samples are indicated on the plot. The full dataset is provided in Supporting Table S5. (D) RT-PCR analysis of the expression of the small (left panel) and large (right panel) mRNAs in wild type plants exposed to methyl viologen (MV) for 1, 10 and 24 hr.

To better understand the contributions of the two mRNAs to the *oxt6* phenotype, genomic sequences extending from ca. 2000 bp upstream of the initiation codon of the *OXT6* coding region(s) to 500 bp downstream of the termination codon of the smaller mRNA were introduced into the *oxt6* mutant. The resulting plants (*oxt6*/CPSF30) did not display the dwarf phenotype that was apparent in the *oxt6* mutant (Figure 3A). Moreover, they were restored in terms of their sensitivity to oxidative stresses. Thus, *oxt6*/CPSF30 plants showed the same 70–90% reduction in root growth in the presence of AT+BSO (not shown) or MV than the wild-type plants did (Figure 3C). Dry mass accumulation in *oxt6*/AtCPSF30 was likewise reduced by some 60% by these treatments (not shown). These data indicate that the smaller of the two *OXT6*-derived mRNAs, and the AtCPSF30 protein, is sufficient to restore a wild-type stress-sensitive phenotype to the *oxt6* mutant.

### Transcriptional profiling – ROS-related genes that are altered in a CPSF30-dependent fashion

To better understand the link between AtCPSF30 and the *oxt* phenotype, transcriptional profiling using the Affymetrix ATH1 Genome Array was conducted. 

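RNA from leaves of 30-day-old plants was hybridized to 10 arrays, 3 of the wild-type, 3 of the *oxt6* mutant and 2 from each of complemented lines 5 and 6, which are *oxt6* plants that express the smaller AtCPSF30 protein. In the mutant 2044 probe sets were higher and 1532 lower than in the wild-type, 4028 were higher and 4603 lower than in the complemented plants, and the complemented plants themselves differed from the wild-type at 8947 probe sets, all at an adjusted p under 0.05 from limma. The 3576 changed against the wild-type were 7094 with array weights and 1837 with the methods' t-test at an unadjusted p under 0.01, and with the 3'/5' signal described below as a covariate, chosen after seeing the data, 3093 in place of 8631 changed against the complemented plants and 4113 in place of 8947 between complemented and wild-type plants. Without *oxt6* replicate 2 the share of higher probe sets among those changed against the wild-type was 45.8% in place of 57.2%, and without *oxt6* replicate 1 the share against the complemented plants was 51.8% in place of 46.7%. The values are the authors' PLIER intensities, on a linear scale with a floor at 16, for 22810 probe sets of which 64 are controls. Each was taken as log2 of the value plus 1, and the 12453 probe sets with the highest mean were compared, as many as the total set of Table S2 holds. Median intensity per array ran from 40.9 to 60.5, and 11 to 2920 probe sets per array stood at the floor, the most in *oxt6* replicate 1. The number of arrays limits the precision of every value. The probe set of AtCPSF30 recognises only the larger mRNA of the gene (Fig. 4C), and the paper states that *oxt6* lacks both mRNAs. It read 49.7 ± 18.6 (SD, n = 3) in the wild-type, 40.0 ± 13.9 (SD, n = 3) in *oxt6* and 16.7 ± 1.35 (SD, n = 4) in the complemented plants, near the floor, so it did not set *oxt6*, with 27.1 to 54.7, apart from the wild-type, with 38.7 to 71.2, and lay above the complemented plants in the mutant. It was too dim to be among the probe sets compared. The 3' probe sets of the actin, GAPDH and ubiquitin controls, whose ratio to the 5' probe sets reflects RNA integrity and labelling, exceeded the 5' probe sets by a mean log2 of 2.18 ± 0.18 (SD, n = 3) in the wild-type, 2.24 ± 1.00 (SD, n = 3) in *oxt6* and 0.039 ± 0.069 (SD, n = 4) in the complemented plants. The complemented arrays lay below the *oxt6* arrays by 2.2 and differed from the wild-type by -2.15 (exact two-sided permutation test, p = 0.0286 for each, the smallest p that 3 arrays against 4 allow). Within groups the signal varied mainly through *oxt6* replicate 1, at 1.09. Fits that hold this signal, here and below, therefore lean on 1 array. They cannot separate RNA integrity from the complemented genotype, whether a gene passes in them or not. The 5S rRNA probe set read a mean log2 of 9.85 ± 0.14 (SD, n = 3) in *oxt6*, above the 8.30 ± 0.80 (SD, n = 3) of the wild-type by 1.55 (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow) and above the 8.00 ± 0.69 (SD, n = 4) of the complemented plants by 1.85 (p = 0.0286 by that test), with no overlap of the *oxt6* arrays with the others.

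**Figure D1:**
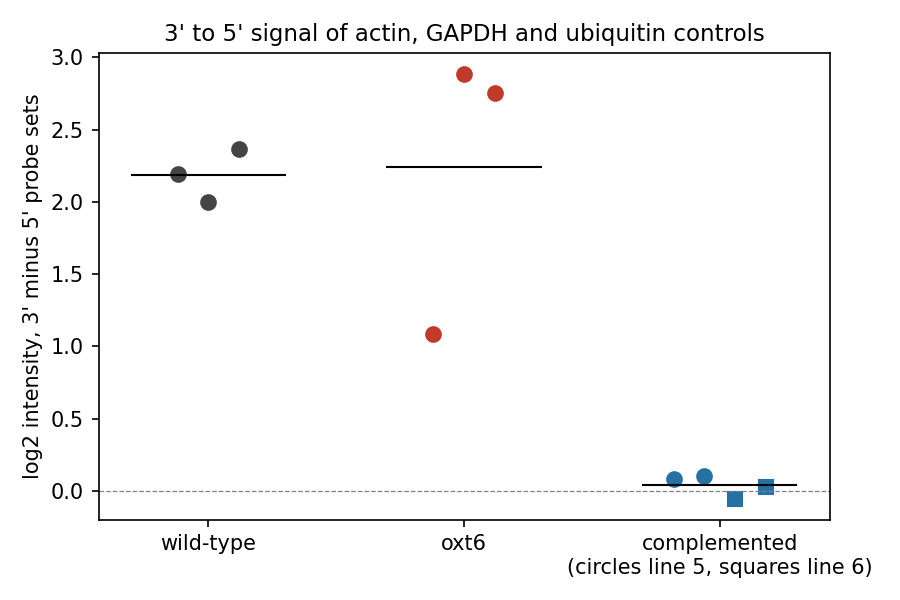
Mean log2 intensity of the 3' minus the 5' probe sets of the actin, GAPDH and ubiquitin controls (y axis) for each array of the 3 groups (x axis), with a line at each group's mean. The 4 complemented arrays lie between -0.053 and 0.10, *oxt6* replicate 1 at 1.09 and the other mutant arrays at 2.75 and 2.88.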

For this, genes whose expression correlated with the ROS-tolerant phenotype were identified; thus, genes whose expression was significantly different in the *oxt6* mutant compared with both the wild-type and complemented plants, but whose expression was not accordingly different when the wild-type and complemented plants were compared, were identified. This exercise yielded 353 probes whose expression correlated with the stress-tolerant phenotype. 

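With the fold rules of the methods, but limma on log2 values at an adjusted p under 0.05 in place of the methods' t-test at p under 0.01 and the brightest probe sets in place of those not called absent, 858 probe sets were AtCPSF30-dependent, 628 of them higher and 230 lower in *oxt6* than in both other groups. Among the highest was NRPB5, a subunit of RNA polymerase II, at 2338 ± 41.3 (SD, n = 3) in *oxt6*, 351 ± 91.5 (SD, n = 3) in the wild-type and 355 ± 30.0 (SD, n = 4) in the complemented plants. CML23, a calmodulin-like protein, was higher by a log2 of 2.63 (adjusted p = 1.15e-04) against the wild-type and 3.22 (adjusted p = 2.32e-06) against the complemented plants. AT3G51500 and AT2G43760 were higher against the wild-type by 2.54 and 2.58. Among the lowest were OPR3, which makes a precursor of jasmonate (log2 -2.40 and -4.37), GER3, a germin-like protein (-2.40 and -3.19), and the oligopeptide transporter OPT3 (-2.38 and -1.85), each against the wild-type and then the complemented plants. AT5G35735, from the auxin-related genes of Table S2, and AT5G10760 fell by 2.46 and 2.65 against the wild-type. Of the 350 probe sets of Table S1 that were compared, 349 were among the 858, and since the study chose them on these arrays the overlap is not independent evidence. The complemented plants lay within 2-fold of the wild-type at 697 of the probe sets and beyond it, away from *oxt6*, at 161. Before the fold rules, 1165 probe sets passed as higher and 652 as lower in both comparisons. Independent lists of the same sizes would share 661 and 566, so the overlap of the lower ones lay close to that of unrelated lists. Both comparisons use the same 3 *oxt6* arrays, which by itself gave fold changes a correlation of 0.535 and a covariance of 0.027 in simulated groups without a change, against 0.280 and 0.229 for the probe sets compared. The count of AtCPSF30-dependent probe sets was 455 with the methods' t-test at an unadjusted p under 0.01 and 1337 with array weights. A fit that holds the 3'/5' signal of each array, chosen after seeing the data, left 408 probe sets, 380 of them shared with the 858.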

Because of some ambiguity in the probe-gene correspondence, this set of 353 probes identified 362 genes (Supporting Table S1). A number of enzyme classes participate in the control of reactive oxygen species; these include ascorbate peroxidases, catalases, superoxide dismutases, glutathione-S-transferases, peroxiredoxins, glutaredoxins, and thioredoxins [3], [12], [13], [30], [31]. Among the set of 362 genes identified in the transcriptional profiling, only two of these classes were substantially represented (Table 1). Specifically, the expression of nine genes encoding proteins containing either glutaredoxin- or thioredoxin- related domains were up-regulated by two or more fold in the mutant compared with the wild-type or with the complemented lines.

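Of the thioredoxin genes of Table S4, 10 of 55 tested were AtCPSF30-dependent and all 10 were higher in *oxt6*. The same held for 5 of 21 glutaredoxin genes. Among all 12453 probe sets compared, 858 were AtCPSF30-dependent, 628 of them higher. Such genes were not confined to these classes. They made up 20 of 100 auxin-related (18 higher), 5 of 22 ubiquitin-conjugating (5 higher) and 32 of 256 ribosomal protein genes (30 higher). Fewer were found among 66 defense-related (2), 31 ethylene-related (1) and 65 chloroplast-encoded genes (0). Whether these counts differ from that of all probe sets was not tested. Of the 27 detoxifying genes of Table S4, 2 were AtCPSF30-dependent and both were lower. APX1, the cytosolic ascorbate peroxidase, changed by a log2 of -1.16 against the wild-type (adjusted p = 0.0116) and -2.39 against the complemented plants (adjusted p = 8.59e-06). PRXIIF, a mitochondrial peroxiredoxin, changed by -1.08 (adjusted p = 0.00465) and -1.58 (adjusted p = 3.88e-05). Of 52 glutathione-related genes, 5 were AtCPSF30-dependent and 3 of these were higher. GPX2, a glutathione peroxidase, read 2727 ± 127 (SD, n = 3) in *oxt6* against 810 ± 194 (SD, n = 3) in the wild-type and 615 ± 44.2 (SD, n = 4) in the complemented plants. GSTF9, a glutathione S-transferase, was lower by -1.58 and -2.51. Against the wild-type, APX1, PRXIIF and GSTF9 did not pass the methods' t-test at an unadjusted p under 0.01, and APX1 did not pass limma without *oxt6* replicate 2 (-0.95) or replicate 3 (-0.94). The complemented arrays also had the lower 3'/5' signal, and with that signal in the fit, chosen after seeing the data, APX1 (-0.71), PRXIIF (-0.49) and GSTF9 (-0.53) no longer passed against the complemented plants.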

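On the arrays, all 9 genes of Table 1 were higher in *oxt6* than in both other groups. ATTRX4, a cytosolic thioredoxin, read 1026 ± 167 (SD, n = 3) in *oxt6*, 453 ± 48.4 (SD, n = 3) in the wild-type and 148 ± 31.9 (SD, n = 4) in the complemented plants. WCRKC1, a plastid thioredoxin, stood at 1426 ± 83.1 (SD, n = 3) in *oxt6* and at 562 ± 58.1 (SD, n = 3) and 564 ± 85.0 (SD, n = 4) in the other groups. Table 1 also gives RNA blot ratios of wild-type to mutant for PDIL5-1, AT3G25580 and WCRKC1. By blot, PDIL5-1 and AT3G25580 were higher in *oxt6*, while WCRKC1 was about equal in wild-type and mutant, unlike on the arrays. The glutaredoxin GRXC1 rose by a log2 of 1.29 (standard error 0.19, adjusted p = 2.74e-04) against the wild-type and 1.55 (standard error 0.18, adjusted p = 6.96e-06) against the complemented plants. The glutaredoxins AT4G15660 and AT3G62950 rose against the wild-type by 1.73 and 1.70. Against the wild-type the 9 genes ranged from 1.01 for AT5G06430 to 2.16 for AT3G25580, and against the complemented plants from 1.17 for APRL7 to 2.80 for ATTRX4. The study chose these genes on the same arrays, so their direction is not independent evidence. The methods' t-test after Benjamini-Hochberg adjustment called 5 of the 9, without APRL7, AT3G25580, AT3G62950 and AT4G15660. With the 3'/5' signal of each array in the fit, chosen after seeing the data, 5 passed against both groups, and APRL7 (0.41), AT3G25580 (0.27), AT3G62950 (0.59) and PDIL5-1 (0.87) did not pass against the complemented plants, whose arrays had the lower 3'/5' signal.

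**Figure D2:**
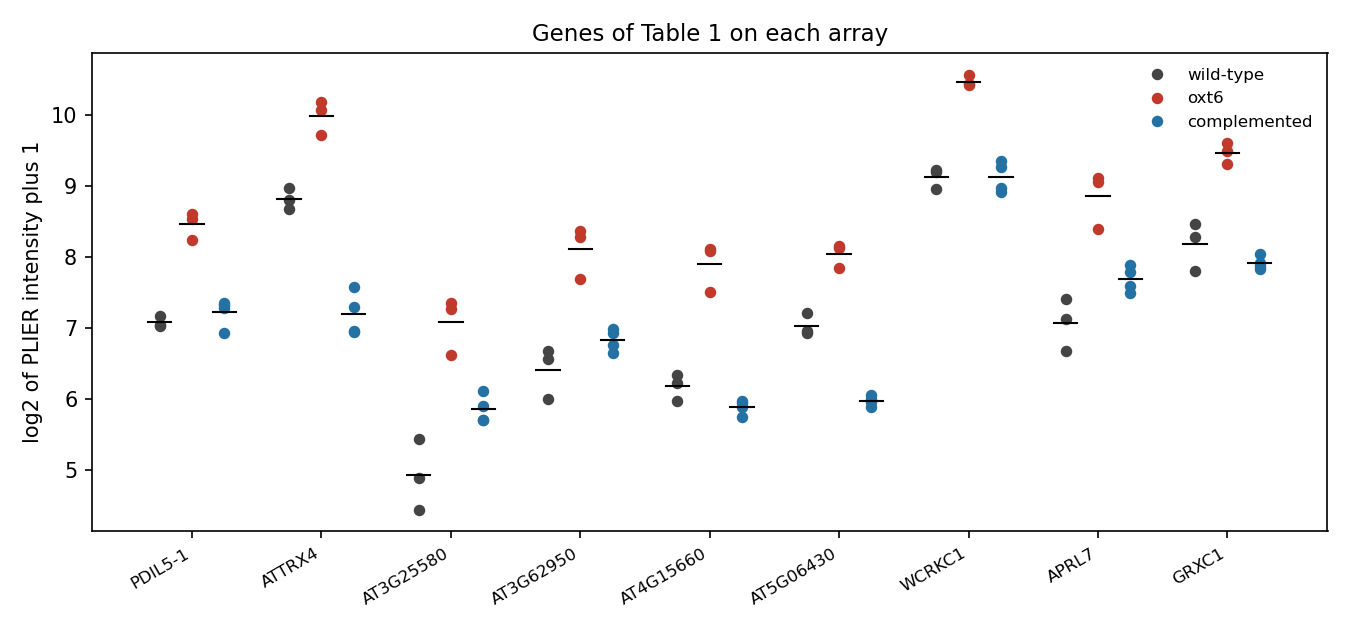
Log2 of the PLIER intensity plus 1 (y axis) for each of the 9 genes of Table 1 (x axis) on the 3 wild-type, 3 *oxt6* and 4 complemented arrays, with a line at each group's mean. For every gene the *oxt6* arrays lie above the arrays of both other groups.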

**Table 1:** Thioredoxin- and glutaredoxin- related genes whose expression is two-fold or more greater in the *oxt6* mutant than the wild-type.

Locus Identifier	Annotation	wt/mut	comp/mut	wt/comp
AT1G07960	protein disulfide isomerase-like (PDIL)	0.38 (0.18)	0.42	0.90
AT1G19730	ATTRX4 (thioredoxin H-type 4)	0.44	0.14	3.06
AT3G25580	thioredoxin-related	0.22 (0.31)	0.41	0.53
AT3G62950	glutaredoxin family protein	0.30	0.40	0.76
AT4G15660	glutaredoxin family protein	0.30	0.24	1.23
AT5G06430	thioredoxin-related	0.49	0.23	2.12
AT5G06690	thioredoxin family protein	0.39 (0.96)	0.40	1.00
AT5G18120	protein disulfide isomerase-like (PDIL)	0.29	0.44	0.66
AT5G63030	glutaredoxin, putative	0.41	0.34	1.22

The columns labeled “wt/mut”, “comp/mut”, and “wt/comp” denote the respective expression ratios for these genes. Values in parentheses represent ratios derived from RNA blot analysis.

wt – wild-type parent of *oxt6*; mut – the *oxt6* mutant; comp – *oxt6*-derived lines that express a gene encoding just the smaller (CPSF30) of the two At1g30460-encoded proteins.

The result obtained from identifying genes whose expression is significantly correlated with the ROS-tolerant phenotype was corroborated by a gene-by-gene analysis of expression in the various lines (Supporting Table S4). Thus, 20 (of 59) thioredoxin-related genes and 12 (of 23) glutaredoxin-related genes showed variation of expression that correlated with ROS tolerance (consisting of elevated expression in the mutant compared with either the wild-type or complemented plants, and little difference or elevated expression in the wild-type compared with the complemented plants). 

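Thioredoxin and glutaredoxin genes were higher in *oxt6* than in the wild-type more often than lower. Of 55 thioredoxin genes tested, 18 rose and 3 fell (18 and 4 when adjusted over the list alone), with a median log2 of 0.35 (camera adjusted p = 0.0112, and adjusted p = 0.403 with an estimated correlation). Of 21 glutaredoxin genes, 10 rose and 2 fell (the counts were equal when adjusted over the list alone), with a median of 0.43 (camera adjusted p = 0.0227, and adjusted p = 0.449 with an estimated correlation). Against the complemented plants, whose 3'/5' signal was lower than that of *oxt6* by 2.2, 22 thioredoxin genes rose and 23 fell (camera adjusted p = 0.909, median -0.21 and mean 0.034), while 16 glutaredoxin genes rose and 1 fell (median 1.19, camera adjusted p = 2.89e-04, and adjusted p = 0.608 with an estimated correlation). WCRKC2, a plastid thioredoxin, rose against the wild-type by 1.91 (adjusted p = 7.10e-06) and against the complemented plants by 0.94 (adjusted p = 1.42e-04), and AT3G04780 rose by 1.26 (adjusted p = 2.19e-04) and 2.49 (adjusted p = 1.39e-07). AT1G07700 rose only against the wild-type (1.51, with 0.14 and adjusted p = 0.618 against the complemented plants). THX, a plastid thioredoxin, fell by 2.28 against the complemented plants. Of the glutaredoxins, AT5G18600 and AT4G15690 rose by 2.43 and 2.89 against the complemented plants, with -0.13 (adjusted p = 0.798) and 0.43 (adjusted p = 0.443) against the wild-type, and GRX480, induced by salicylate, fell by 3.47 against the wild-type. Higher than both groups were 13 thioredoxin and 8 glutaredoxin genes, and higher than either were 27 and 18. The glutaredoxin median against the wild-type ran from 0.21 without *oxt6* replicate 2 to 0.71 without replicate 1, its call ended without replicate 3 (0.31), and quantile normalization and the 8000 brightest probe sets each ended the calls of both lists. The study assembled the lists among probe sets of these arrays by annotation. The counts against both were 7 and 5 with the methods' t-test at an unadjusted p under 0.01, 20 and 14 with array weights, and 6 and 4 with the 3'/5' signal in the fit, chosen after seeing the data, under which WCRKC2 (0.50) and AT4G15690 (1.33) did not pass against the complemented plants. The paper sets this gene-by-gene count beside the classes of Table 1, with correlation with ROS tolerance as the criterion for counting a gene.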

Of the set of 26 genes encoding detoxifying activities (ascorbate reductases and peroxidases, catalases, superoxide dismutases, and peroxiredoxins), only one (FSD2, corresponding to At5g51100) had an expression profile that correlated with ROS tolerance (Supporting Table S2).

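FSD2, an iron superoxide dismutase of the chloroplast, read 92.8 ± 22.8 (SD, n = 3) in *oxt6*, 74.9 ± 19.9 (SD, n = 3) in the wild-type and 65.7 ± 14.7 (SD, n = 4) in the complemented plants. These are log2 differences of 0.31 (adjusted p = 0.372) and 0.49 (adjusted p = 0.0698). Of the 27 detoxifying genes of Table S4, 2 were higher and 6 lower in *oxt6* than in the wild-type (2 and 6 when adjusted over the list alone), with a median of -0.28 (camera adjusted p = 0.115). Against the complemented plants none was higher and 22 were lower, with a median of -1.21 (camera adjusted p = 3.36e-04, and adjusted p = 0.608 with an estimated correlation), and the 3'/5' signal of the controls differed between these groups by 2.2. FSD1, another iron superoxide dismutase, rose by 1.85 against the wild-type (adjusted p = 2.69e-04) and did not differ by the test from the complemented plants (-0.33, adjusted p = 0.263). MDAR1, a monodehydroascorbate reductase, fell by 2.61 against the complemented plants. No member was higher and 6 were lower than in both groups. With array weights FSD2 passed against both groups (0.51 and 0.61), and the median against the wild-type was -0.61 and passed. The methods' t-test at an unadjusted p under 0.01 did not call FSD1 against the wild-type, and with the 3'/5' signal in the fit, chosen after seeing the data, the list (-0.49) and MDAR1 (-0.46) did not pass against the complemented plants.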

Other reports describing transcription profiling of stress responses in *Arabidopsis* have been published, and experiments of time courses of the responses of *Arabidopsis* to numerous stresses are available in public microarray data repositories. To assess the relationships between these treatments and the phenotype of the *oxt6* mutant, the lists of genes most responsive in other studies were compared with the AtCPSF30-specific genes identified in this study. As indicated in Figure 5, four, three, and eight genes, respectively, were shared between the AtCPSF30-specific list and the lists of genes most responsive to elevated hydrogen peroxide, superoxide, and singlet oxygen species, respectively [11]. In addition, the set of genes that changed in an AtCPSF30-dependent manner contained 31 members (or 8.6%) that also were strongly-induced by heat shock [32] (Supporting Table S2, S7). These comparisons do not lend strong support to the hypothesis that the *oxt6* mutant affects gene sets that also are responsive to ROS, but they do indicate a very modest commonality between heat shock and the effects of the *oxt6* mutation. 

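All 4 shared genes of the hydrogen peroxide list were higher in *oxt6* than in both other groups. MYB59, a transcription factor, read 907 ± 139 (SD, n = 3) in *oxt6*, 252 ± 17.6 (SD, n = 3) in the wild-type and 215 ± 23.1 (SD, n = 4) in the complemented plants. HIPP25, a heavy metal-binding protein, AT2G17710 and AT3G27350 rose against the wild-type by a log2 of 1.91, 1.62 and 2.22. Of the 3 genes of the superoxide list, LHY, a transcription factor of the circadian clock, rose by 1.01 (adjusted p = 8.65e-04) and 1.3 (adjusted p = 1.39e-05), AT2G39920 rose by 1.33 and 1.41, and AT4G38550 fell by 1.4 and 3.79, each against the wild-type and then the complemented plants. Of the 7 genes of the singlet oxygen list that Table S7 names, 3 were higher: VHA-E3, a subunit of the vacuolar ATPase (1.42 against the wild-type), the small GTPase SARA1A (1.95) and AT1G21000 (1.11). The other 4 were lower: EXL2 (-1.33), the sugar transporter ERD6 (-1.01), AT3G05220 (-1.65) and AT1G63830 (-1.72). The study chose these genes on the same arrays, so their direction is not independent evidence. AT4G38550, EXL2 and AT1G63830 did not pass against the wild-type by the methods' t-test after Benjamini-Hochberg adjustment. With the 3'/5' signal of each array in the fit, which was 2.2 lower in the complemented arrays and which was added after seeing the data, 3, 2 and 4 of the genes remained AtCPSF30-dependent, and AT3G27350 (1.13), LHY (0.92), VHA-E3 (1.13), AT3G05220 (-0.29) and AT1G63830 (-0.12) did not pass against the complemented plants.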

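Of the 30 heat shock probe sets that Table S7 names, 28 were higher and 2 lower in *oxt6* than in both other groups. AT1G75180 rose furthest of the genes named here, to 625 ± 98.5 (SD, n = 3) from 82.5 ± 25.5 (SD, n = 3) in the wild-type, with 99.5 ± 8.52 (SD, n = 4) in the complemented plants. CYN, which degrades cyanate, rose against the wild-type by a log2 of 2.25 (adjusted p = 2.21e-06) and against the complemented plants by 2.21 (adjusted p = 1.81e-07). HSFB2A, a heat shock transcription factor, rose by 1.49 (adjusted p = 0.00128) and 1.73 (adjusted p = 5.43e-05), MMZ2, a ubiquitin-conjugating enzyme variant, by 1.68 and 1.97, and AHP2, a phosphotransfer protein of cytokinin signalling, by 1.29 and 1.73. CRR6, needed for the chloroplast NDH complex, fell by 1.12 and 1.51, and AT2G20920 fell by 1.08 and 1.32. The study chose these probe sets on the same arrays, so their direction is not independent evidence. The complemented arrays had the lower 3'/5' signal, and with it in the fit, chosen after seeing the data, 21 of the 30 remained AtCPSF30-dependent, while HSFB2A (1.18), CRR6 (-1.0) and AT2G20920 (-0.58) did not pass against the complemented plants.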

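The heat shock genes of Table S2, a list apart from the published one of Table S7, moved both ways in *oxt6*. Of 147 probe sets tested, 38 were higher and 18 lower than in the wild-type (39 and 21 when adjusted over the list alone), the median log2 was -0.021 and the mean 0.12, and the list did not pass against other probe sets (camera adjusted p = 0.322). HSFA7A, a heat shock transcription factor, rose by 1.96 (adjusted p = 1.48e-04), and AT5G16650 rose by 2.21 (adjusted p = 4.05e-06). Higher than both other groups were 20 members, lower were 8, and 10 were AtCPSF30-dependent. The cold shock list of 18 probe sets had 2 members higher and 5 lower than in the wild-type (3 and 6 when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.0671). GRP7, a glycine-rich RNA-binding protein, fell by 1.23 (adjusted p = 0.00173), and SRC2 fell by 2.07 (adjusted p = 6.42e-04). Against the complemented plants, where the 3'/5' signal differed by 2.2, 36 heat shock genes were higher and 60 lower (36 and 60 when adjusted over the list alone; median -0.19, camera adjusted p = 0.312), and 4 cold shock genes were higher and 9 lower (4 and 9 when adjusted over the list alone; median -0.43, camera adjusted p = 0.275). HSFA7A and GRP7 did not pass the methods' t-test at an unadjusted p under 0.01, nor SRC2 after Benjamini-Hochberg adjustment. The cold shock list passed with array weights (-0.33), without *oxt6* replicate 1 (-0.26) and without wild-type replicate 2 (-0.31).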

The commonality seen with heat shock genes, however, is not manifest as increased tolerance of elevated temperatures (Figure 2A, B).

**Figure 5:**
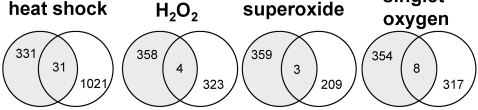
Venn diagrams of genes impacted by AtCPSF30 and various stresses. Shown are the commonalities of genes dependent on the presence of AtCPSF30 and those genes that are responsive to heat shock, hydrogen peroxide treatment (H_2_O_2_), superoxide treatment, and increased levels of ozone (singlet oxygen). Shaded circles represent genes whose expression is significantly affected by the absence of AtCPSF30, while white circles denote genes affected by the other indicated treatments. The genes represented in each set of overlaps are listed in Table S7.

### Altered poly(A) site choice in the oxt6 mutant

Several lines of evidence indicate that AtCPSF30 is a polyadenylation factor subunit [28], [33]–[35]. Thus, it may be that the length of poly(A) tails on mRNAs in the *oxt6* mutant may be different from those in the wild-type or complemented plants. This was tested by directly measuring the length distribution of bulk poly(A) in the three lines. As shown in Figure 6, poly(A) lengths ranged from very short to somewhere between 160 and 200 nts in the wild-type, mutant, and complemented plants, with no obvious differences between the three samples. Treatment with RNAse H+oligo-dT eliminated the labeled products (Figure 6, lane 5 and unpublished observations), indicating that the observed products were authentic poly(A). These results thus indicate that the disruption of the At1g30460 gene does not have a dramatic effect on poly(A) length.

**Figure 6:**
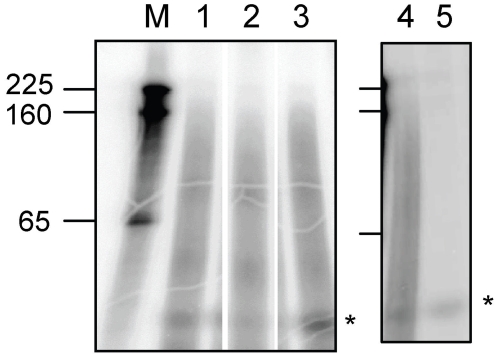
Bulk poly(A) length is not affected in the *oxt6* mutant. Results of samples obtained from the wild-type (lane 1), *oxt6* mutant (lane 2), and complemented plants (lane 3) are shown. Samples treated with oligo-dT in the absence (lane 4) or presence (lane 5) of RNAse H are shown on the right-hand panel. A small RNA that is resistant to the RNAse A+T1 treatment is denoted with *. RNA size standards are in lane M, and the sizes indicated on the left.

The *Arabidopsis* CPSF30 protein has been suggested to be directly involved in the processing of the pre-mRNA prior to polyadenylation [33]. Thus a consequence of a deficit of AtCPSF30 might be an alteration of poly(A) site choice in particular genes. This hypothesis was tested in a small set of genes; three of these genes were not significantly different in terms of their expression in the three backgrounds, whereas one (At5g36910) was up-regulated by some 10–15 fold in the mutant compared with both the wild-type and complemented plants (not shown). 

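Of the 4 genes, At5g36910 and At1g64230 have a probe set named here. At5g36910 encodes the thionin THI2.2, and its probe set read 3417 ± 308 (SD, n = 3) in *oxt6*, 340 ± 47.4 (SD, n = 3) in the wild-type and 218 ± 84.8 (SD, n = 4) in the complemented plants. *oxt6* was 10.0-fold above the wild-type (log2 3.33, standard error 0.28, adjusted p = 4.87e-06) and 15.7-fold above the complemented plants (log2 4.04, standard error 0.26, adjusted p = 1.02e-07). At1g64230 encodes the ubiquitin-conjugating enzyme UBC28, which read 11280 ± 860 (SD, n = 3) in *oxt6*, 11580 ± 16.3 (SD, n = 3) in the wild-type and 8903 ± 1575 (SD, n = 4) in the complemented plants. For UBC28 the log2 difference of *oxt6* was -0.040 from the wild-type (adjusted p = 0.88) and 0.36 from the complemented plants (adjusted p = 0.0505), and the complemented plants differed from the wild-type by -0.40 (adjusted p = 0.0309). The 3'/5' signal of the controls differed between *oxt6* and the complemented arrays by 2.2. Under 6 other settings of the fit and without complemented line 5 replicate 2 (0.45) the difference of UBC28 from the complemented plants passed the test.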

The results of this experiment are summarized in Figure 7, and the collection of sequences listed in Supporting Table S3. For all four genes, the sites seen in the wild-type were identical in position and approximate abundance to sequences that may be found in EST databases (not shown), indicating that the approach is a valid and accurate estimation of poly(A) site profiles in these four genes.

**Figure 7:**
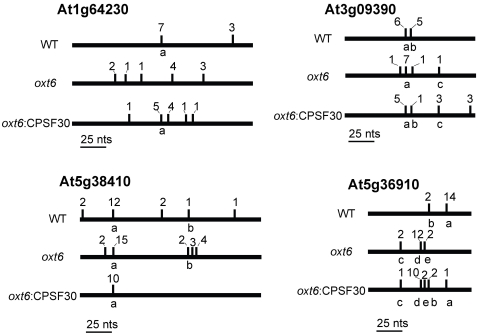
3′ end choice is different in the *oxt6* mutant and in complemented plants. The results of sequencing of collections of 3′-RACE clones are illustrated here; each vertical tic represents a distinct 3′ end. Lower case letters denote 3′ ends that are the same in the various collections. Numbers above the line denote the numbers of independent clones with 3′ ends at the corresponding site. The size of a 25 nt increment is shown beneath each depiction. The translation termination codons for these genes were 86 (At1g64230), 186 (At3g09390), 60 nts (At5g38410), and 158 (At5g36910) upstream, respectively, from the 5′ extremities of the sequences illustrated here and provided in Table S3.

The poly(A) site profiles were different in the three sets of plants. For At1g64230, neither of the two sites used in the wild-type were seen in the *oxt6* mutant. Much of the wild-type usage was restored in the complemented plants, but other sites not seen in either the mutant or wild-type were also selected. For At5g36910, the wild-type 3′ end profile was not seen in the mutant. However, some wild-type poly(A) site usage was seen in the complemented plants, although some 3′ ends that corresponded to those seen in the mutant were also apparent. For At3g09390, a majority of the 3′ ends in the mutant and complemented plants corresponded to the sole site seen in the wild-type. In the mutant and complemented plants, however, additional sites were seen, some of which were unique to either mutant or complemented plants. For At5g38410, the predominant wild-type site was also the predominant site used in the mutant lines, and was used exclusively in the complemented plants. Increased usage of an additional wild-type site was seen in the mutant. However, there were several sites that were unique to the wild-type or mutant. Taken together, these results show that poly(A) site choice is different in the *oxt6* mutant compared with the wild-type and complemented plants, and indicate that alternative poly(A) site choice is a consequence of the absence (or not) of AtCPSF30.

## Discussion

### The involvement of CPSF30 in responses to ROS

The signaling events involved in the responses of plants to oxidative stress include calcium fluxes, protein kinase cascades, and transcription factors [1], [4], [14], [17], [18], [21], [23], [25], [30], [36]; these combine to promote increased production of enzymes that reduce reactive oxygen species and ameliorate the effects of ROS on cellular processes [3], [4], [11], [12], [25], [30], [31], [37]–[39]. The multiplicity of inducing agents (superoxide, peroxide, singlet oxygen, and hydroxyl radicals) along with the diversity in cellular locations for the various systems (being located in the cytoplasm, chloroplast, peroxisome, and mitochondria) afford a large variety of both signaling mechanisms and enzymatic pathways to minimize the potential damage due to exposure to ROS. The *oxt6* mutant reveals an additional, as yet uncharacterized, route by which plants may respond to ROS signals. Most genes that encode detoxifying mechanisms are relatively unaffected by the *oxt6* mutation, but a number of genes encoding thioredoxins and glutaredoxins are expressed at a higher level in the mutant. This observation suggests that modified expression of a relatively small subset of ROS-associated or -induced genes may suffice for a degree of tolerance to ROS. Moreover, the relatively specific (in terms of ROS-associated genes) effects of AtCPSF30 suggest that many members of the thioredoxin and glutaredoxin gene families may be subject to control by signaling pathways and environmental cues that are apart from those described to date.

The link between AtCPSF30 and tolerance to oxidative stress is at first glance not apparent. One might hypothesize that AtCPSF30 directly affects the expression of a “master” regulator whose suite of clients includes those genes listed in Table 1. Alternatively, the stress-tolerant phenotype in the *oxt6* mutant might be a secondary consequence of a different primary effect, owing to changes in expression of genes somewhat removed from direct ROS responses. In either case, it is likely that AtCPSF30 plays a role in ROS-regulated gene expression. This follows from the recollection that AtCPSF30 is a calmodulin-binding protein, and its RNA-binding activity is inhibited by calmodulin in a calcium-dependent manner [28]. Rapid increases in intracellular Ca^2+^ concentrations are among the first events that occur after exposure of plants to oxidative stresses [22]–[24]. The increase in Ca^2+^ that accompanies the onset of stress would be expected to result in an inhibition of RNA binding by AtCPSF30. This would in turn mimic the situation seen in the *oxt6* mutant, triggering the gene expression program that includes increased production of thioredoxin- and glutaredoxin- related proteins. Thus, AtCPSF30 might be envisioned to be positioned relatively early in response to oxidative signals, along with a variety of other cellular components that possess calcium/calmodulin domains and are directly modulated by Ca^2+^ signals (Figure 8).

**Figure 8:**
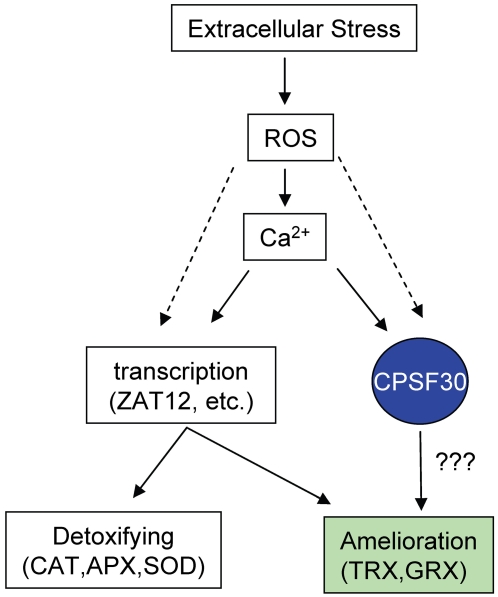
Working model showing the relationship between AtCPSF30 and reactive oxygen signaling in stress responses. Forms of extracellular stress that result in alterations in reactive oxygen species (ROS) cause rapid increases in cellular Ca^++^. “???” denotes as yet hypothetical steps between the consequences of inhibition of AtCPSF30 activity and induction of the genes (“TRX, GRX”) implicated in this study as being responsible for tolerance to MV-induced stress.

Other aspects of nuclear RNA processing have recently been implicated in the responses of plants to various abiotic stresses. For example, plants homozygous for one mutant allele (*los4-2)* of the *Arabidopsis LOS4* gene that encodes an RNA helicase involved in export of RNA from the nucleus to the cytoplasm are tolerant to cold and freezing stresses but more sensitive than the wild-type to heat shock [40]. Mutants homozygous for another allele of this gene, *los4-1*, are more sensitive to chilling and freezing stress [41]. In these two instances, the responses to chilling and freezing stress reflect the mRNA export characteristics of plants grown at low temperatures. Mutants in another component of the RNA export machinery, AtNUP160 (the *Arabidopsis* ortholog of the NUP160 subunit of the nucleoporin NUP107-160 subcomplex), are also sensitive to chilling and freezing stress [42]. Thus, RNA export would seem to be a crucial determinant of tolerance to low temperatures in *Arabidopsis*.

Loss-of-function mutations in another gene whose product is involved in nuclear RNA metabolism, *STABILIZED1*, also have differing effects on responses of plants to abiotic stresses [43]. In this case, mutants in this gene were more sensitive than the wild-type to ABA, cold stress, and LiCl, but were not affected in their responses to NaCl. Interestingly, these mutants seemed more tolerant to osmotic stress imposed by growth on mannitol. Thus, a theme that is reiterated by the *oxt6* mutant is apparent – loss of function of RNA processing enzymes appears to lead to differing but somewhat specific or focused effects on abiotic stress responses. Together, these studies insinuate RNA processing into the network of regulatory interactions involving reactive oxygen signaling in abiotic stress responses.

### AtCPSF30 and polyadenylation in plants

*OXT6* is the only *Arabidopsis* gene that encodes an obvious CPSF30/Yth1p homologue [28]. The smaller of the two *OXT6*-encoded proteins (AtCPSF30) is the CPSF30 ortholog; this protein is present in the nucleus and is the smaller of the two and resides in a complex with at least one other polyadenylation factor subunit, AtCPSF100 [28]. AtCPSF30 also interacts physically with an *Arabidopsis* ortholog of Fip1 [34]. AtCPSF30 has recently been reported to be an endonuclease, an activity that is inhibited by its association with the Fip1 ortholog [33]. These characteristics are consistent with a role for AtCPSF30 in the processing that precedes poly(A) addition. The results described in Figure 7 of this report buttress these other observations, in that they show a clear effect of a deficit in AtCPSF30 on poly(A) site choice; such a result is to be expected of a gene that encodes a processing endonuclease.

In yeast, Yth1p is an essential protein [44], [45], and it is to be expected that the same function would likewise be essential in plants. That the *OXT6* gene is nonessential is thus surprising. The reasons for the discrepancy between the yeast system and *Arabidopsis* are not known, but a number of interesting possibilities merit discussion. The *OXT6* gene may not be essential due to the presence in *Arabidopsis* of other proteins that function as does CPSF30 in mRNA 3′-end formation. While BLAST searches do not yield obvious candidates for such hypothetical proteins, *Arabidopsis* does possess a large family of CCCH zinc finger proteins [28], one or more of which may be able to replace AtCPSF30 in mRNA 3′ end formation. Moreover, there exists a possibility that other proteins, unrelated at the amino acid sequence (or even motif organization) level, may be able to provide the activity of CPSF30 in plants. One likely candidate is the *Arabidopsis* ortholog of CPSF73, which in mammals has been suggested to be a processing endonuclease in the polyadenylation reaction [46], [47].

Variation in poly(A) site profiles was seen in the complemented plants as well as the *oxt6* mutant (Figure 7, Supporting Table S3). However, each of the three lines studied –wild type, *oxt6* mutant, and complemented plants expressing just the smaller of the two At1g30460-encoded mRNAs –possessed distinctive profiles. The absence of complete restoration of wild-type poly(A) site choice in the complemented plants implicates both AtCPSF30 and AtCPSF30-YT521B in mRNA 3′ end formation. This in turn adds the possibility of additional control to the process. The YT521B domain that is present in the larger polypeptide is also found in a family of *Arabidopsis* proteins that bind to a protein kinase that may function in concert with calcineurin [48]. The significance of this association is not clear, but the link between calcineurin, the calcineurin B-like interacting protein kinase (CIPK1), and the YT521B domain raises the possibility of regulation of AtCPSF30-YT521B function via calcineurin. This would provide a link apart from calmodulin between calcium and mRNA 3′ end formation.

## Materials and Methods

### Mutant isolation

Seeds of *Arabidopsis thaliana* Columbia (Col-0) mutagenized by T-DNA (pROK2) insertion were obtained from the *Arabidopsis* Biological Resource Center (Ohio State University). Seedlings were germinated and grown in growth chambers set at 22 °C under continuous light (60–80 μmol m^−2^ s^−1^) on vertical plates containing 1% agar-solidified Murashige and Skoog (MS) mineral salts, 1% (w/v) sucrose and 0.5 mM MES. MS medium was supplemented with 2.0 μM 3-amino-1, 2, 4- triazole (AT) and 400 μM buthionine S,R sulfoximine (BSO) to conduct the primary screen. For the primary screen, 14-day-old seedlings displaying decreased sensitivity to the AT and BSO-induced stress conditions were scored by elongated roots, and transferred to soil to set seed. For the secondary screen and for follow-up phenotypic studies, plants were grown on media containing methyl viologen at 0 to 100 nM.

### Phenotypic analyses

Seeds were sown on soil and grown in growth chambers at 22 °C with a 16-h photoperiod (∼130 μmol m^−2^ s^−1^). Relative growth rates were calculated by measuring the dry weight of each sample, each containing 20 seedlings. Tolerance to methyl viologen was assayed by comparing cell damage from leaf discs excised from wild-type and *oxt6* plants. For each ion leakage measurement, three 0.6-cm diameter discs were punched from a fully expanded rosette leaf from plants just prior to bolting. Three leaves were sampled per plant. The discs were placed onto 6 ml distilled water with or without 2.0 μM methyl viologen and sampled after incubation for various times at 22 °C at 80 μmol m^−2^s ^−1^ light (PAR). Dilutions of the incubation fluid were made in water and ion leakage was estimated by measuring the resulting conductivity (Model 61161-362 conductivity meter; VWR International).

To assess the susceptibility of plants to a brief heat shock, stratified seed were sown on MS+sucrose agar plates. Immediately after sowing, control plates were placed at room temperature for 3 hours in the dark, while the experimental plates were placed at 40°C for 3 hours in the dark. Plates were then moved to room temperature and hypocotyl length was measured after 5–7 days of growth in complete darkness.

Low and high temperature growth studies were carried out by growing seedlings on MS+sucrose agar plates for seven days at 22°C before shifting plates to incubators set at different temperatures. After 14-d of additional growth at the designated temperature, seedlings were harvested, dried and weighed. Thirty-six seedlings were weighed for each temperature treatment. All phenotypic assays were repeated at least twice.

### Genetic analysis and mutant complementation

*Oxt6* was backcrossed to wild-type Col and F_2_ seedlings were grown on MS medium containing 100 nM methyl viologen. After 14 days, seedlings with long or short roots were individually transferred to MS medium plates and 2–3 leaves were removed to prepare DNA for PCR analysis. The presence of the T-DNA in segregating individuals was detected by using oligonucleotide primers (Table S6) specific to the neomycin phosphotransferase II (NPTII) gene present within the T-DNA. Genomic DNA flanking the inserted T-DNA was identified by thermal asymmetric interlaced (TAIL) PCR as described by (Liu et al., 1995) using three T-DNA specific primers (Table S6).

A genomic clone encompassing the first two exons of the *OXT6* gene was constructed by PCR amplifying a 3.5-kb fragment containing ∼2- kb upstream of the ATG start codon and 0.5-kb downstream of the translation termination codon present in the 3′-untranslated region of the smaller of the two *OXT6*-derived transcripts (see Results) using appropriate oligonucleotides (OXT6-1 and OXT6-2; Table S6) and wild-type genomic DNA as template. The amplified fragment was ligated into SmaI-digested pBluescript II KS+ and then into the plant transformation vector, pCAMBIA1300, as a BamHI-PstI insert. All constructs were confirmed by sequencing. The plasmids were introduced into *Agrobacterium tumefaciens* GV3101 and *Arabidopsis* plants were transformed as described [49]. Additional details are provided in Methods S1.

### Gene expression analyses

The RNA blotting, RT/PCR, and transcriptional profiling methods are detailed in Methods S1.

### Poly(A) length determination

The protocol described by Preker et al.[50] was followed with slight modifications. Total RNA was isolated from the leaves of soil grown plants using the Trizol reagent. Two μg of RNA were end-labeled with ^32^P-α-3′-dATP using yeast poly(A) polymerase; 10 μl reactions contained 2 μCi of label, a final 3′-dATP concentration of 2 μM, and 500 units of poly(A) polymerase. After 30 minutes, the poly(A) polymerase was inactivated at 90 °C for 3 minutes. Labeled RNAs were then treated with a mixture of RNAse A+RNAse T1 (1 μg and 25 units, respectively, in a 50 μl reaction) in a reaction buffer containing 10 mM Tris-HCl (pH 8.0), 300 mM NaCl, and 50 μg yeast tRNA. After 40 minutes at 37 °C, the reaction was stopped by addition of 1 mg/ml of proteinase K, 5% SDS, 50 mM EDTA, and 200 μg of glycogen and incubated at 42 °C for 30 min. The nuclease resistant poly(A) tails were precipitated in 2.5 M ammonium acetate, 15 mM MgCl_2_, and 2.5 vol of ethanol and pelleted by centrifugation. The recovered nucleic acids were separated on 12% sequencing gels. Size standards consisted of 3′ end -labeled RNAs derived from Decade ^TM^ Marker system (Ambion). When needed, RNAs labeled and treated with RNAses A+T1 were subsequently treated with RNAse H in the presence of oligo-dT; for these reactions, the products of the above reactions were treated in 60 μl with 10 units of RNAse H and 500 ng of oligo-dT_18_.

### 3′-RACE analysis

First-strand cDNA was prepared from 300 ng of total RNA (see the preceding section) in reactions of 10 μl using 60 ng of the 3′-RACE RT primer (Table S6). PCR reactions were then conducted using the nested 3′ primer and the gene-specific primers listed in Table S6. PCR products were purified on agarose gels, cloned into pGEM, and individual clones sequenced using the nested gene specific primer as a sequencing primer. The results presented represent the pooled results of at least two different experiments per gene; all of the sites noted in Figure 7 were seen in all replicates that were performed.

## Supporting Information

Methods S1 Additional Methods.
(0.05 MB DOC)

Table S1 List of Arabidopsis genes whose expression in the oxt6 mutant was at least two-fold different compared with the wild-type. The column designated “wt/mut” is a list of absolute ratios of expression in the wild-type and mutant, respectively; in this column, values greater than two indicate greater expression in the wild-type. The column designated “wt/mut p-value” provides the results of the students t-test for each comparison.
(0.15 MB XLS)

Table S2 List of Arabidopsis genes whose expression in the oxt6 mutant was at least two-fold different compared with the wild-type, and significantly different (p<0.01) when compared with expression in the complemented plants. Groups of genes were extracted from the set of genes that passed the filter and compared with all genes that passed the filter. The results of F-tests, Student t-tests, and z-Tests are presented on the various sheets.
(1.65 MB XLS)

Table S3 The results of sequencing of 3′-RACE clones from nine collections are presented here. The At gene designation is indicated in underlined text; following the AtGID are collections of sequences obtained from wild-type plants, the oxt6 mutant, and the mutant complemented with the smaller At1g30460-encoded RNA. Each line represents a separate sequence. All sequences possessed the poly(A) tract present in the RT primer; this tract has been deleted from the sequences shown here. All sequences read, left to right, 5′→3′, and the 3′-most base denotes the polyadenylation site. Nucleotides other than the poly(A) tract that are that are not templated [48] are denoted in lower case.
(0.06 MB DOC)

Table S4 Statistical analysis of various sets of genes involved in ROS responses. Groups of genes were extracted from the set of genes that passed the filter and compared with all genes that passed the filter.
(0.06 MB XLS)

Table S5 Complete summary of OXT6 expression data in the ATGE developmental series of microarray experiments.
(0.04 MB XLS)

Table S6 Primers and plasmids used in this study.
(0.09 MB DOC)

Table S7 Overlapping probe list for hydrogen peroxide, singlet O2, superoxide and heat shock-induced genes.
(0.11 MB XLS)

## References

[1] Dat J, Vandenabeele S, Vranova E, Van Montagu M, Inze D (2000). Dual action of the active oxygen species during plant stress responses.. Cell Mol Life Sci.

[2] Levine A, Lerner HR (1999). Oxidative stress as a regulator of environmental responses in plants.. Plant responses to environmental stresses: from phytohormones to genome reorganization.

[3] Mittler R, Vanderauwera S, Gollery M, Van Breusegem F (2004). Reactive oxygen gene network of plants.. Trends Plant Sci.

[4] Apel K, Hirt H (2004). Reactive Oxygen Species: Metabolism, oxidative stress, and signal transduction.. Annu Rev Plant Biol.

[5] Asada K, Foyer CH, Mullineaux PM (1994). Production and action of active oxygen species in photosynthetic tissues.. Causes of photooxidative stress and amelioration of defense systems in plants.

[6] Gechev TS, Van Breusegem F, Stone JM, Denev I, Laloi C (2006). Reactive oxygen species as signals that modulate plant stress responses and programmed cell death.. Bioessays.

[7] Foreman J, Demidchik V, Bothwell JH, Mylona P, Miedema H (2003). Reactive oxygen species produced by NADPH oxidase regulate plant cell growth.. Nature.

[8] Gapper C, Dolan L (2006). Control of plant development by reactive oxygen species.. Plant Physiol.

[9] Desikan R, S AH-M, Hancock JT, Neill SJ (2001). Regulation of the Arabidopsis transcriptome by oxidative stress.. Plant Physiol.

[10] Vranova E, Atichartpongkul S, Villarroel R, Van Montagu M, Inze D (2002). Comprehensive analysis of gene expression in Nicotiana tabacum leaves acclimated to oxidative stress.. Proc Natl Acad Sci U S A.

[11] Gadjev I, Vanderauwera S, Gechev TS, Laloi C, Minkov IN (2006). Transcriptomic footprints disclose specificity of reactive oxygen species signaling in Arabidopsis.. Plant Physiol.

[12] Mittler R (2002). Oxidative stress, antioxidants and stress tolerance.. Trends Plant Sci.

[13] Rennenberg H, Polle A (1994). Protection from oxidative stress in transgenic plants.. Biochem Soc Transac.

[14] Rentel MC, Lecourieux D, Ouaked F, Usher SL, Petersen L (2004). OXI1 kinase is necessary for oxidative burst-mediated signalling in Arabidopsis.. Nature.

[15] Anthony RG, Khan S, Costa J, Pais MS, Bogre L (2006). The Arabidopsis protein kinase PTI1-2 is activated by convergent phosphatidic acid and oxidative stress signaling pathways downstream of PDK1 and OXI1.. J Biol Chem.

[16] Davletova S, Schlauch K, Coutu J, Mittler R (2005). The zinc-finger protein Zat12 plays a central role in reactive oxygen and abiotic stress signaling in Arabidopsis.. Plant Physiol.

[17] Rizhsky L, Davletova S, Liang H, Mittler R (2004). The zinc finger protein Zat12 is required for cytosolic ascorbate peroxidase 1 expression during oxidative stress in Arabidopsis.. J Biol Chem.

[18] Davletova S, Rizhsky L, Liang H, Shengqiang Z, Oliver DJ (2005). Cytosolic ascorbate peroxidase 1 is a central component of the reactive oxygen gene network of Arabidopsis.. Plant Cell.

[19] Rossel JB, Wilson PB, Hussain D, Woo NS, Gordon MJ (2007). Systemic and intracellular responses to photooxidative stress in Arabidopsis.. Plant Cell.

[20] Sakamoto H, Maruyama K, Sakuma Y, Meshi T, Iwabuchi M (2004). Arabidopsis Cys2/His2-type zinc-finger proteins function as transcription repressors under drought, cold, and high-salinity stress conditions.. Plant Physiol.

[21] Clayton H, Knight MR, Knight H, McAinsh MR, Hetherington AM (1999). Dissection of the ozone-induced calcium signature.. Plant J.

[22] Evans NH, McAinsh MR, Hetherington AM, Knight MR (2005). ROS perception in Arabidopsis thaliana: the ozone-induced calcium response.. Plant J.

[23] Price AH, Taylor A, Ripley SJ, Griffiths A, Trewavas AJ (1994). Oxidative Signals in Tobacco Increase Cytosolic Calcium.. Plant Cell.

[24] Rentel MC, Knight MR (2004). Oxidative stress-induced calcium signaling in Arabidopsis.. Plant Physiol.

[25] Yang T, Poovaiah BW (2002). Hydrogen peroxide homeostasis: Activation of plant catalase by calcium/calmodulin.. Proc Natl Acad Sci USA.

[26] May M, Leaver CJ (1993). Oxidative stimulation of glutathione synthesis in *Arabidopsis thaliana* suspension cultures.. Plant Physiol.

[27] Griffith OW, Meister A (1979). Potent and specific inhibiton of glutathione synthesis by buthionine sulfoximine (S-*n*-butyl homocysteine sulfoximine).. J Biol Chem.

[28] Delaney KJ, Xu R, Zhang J, Li QQ, Yun KY (2006). Calmodulin interacts with and regulates the RNA-binding activity of an Arabidopsis polyadenylation factor subunit.. Plant Physiol.

[29] Stoilov P, Rafalska I, Stamm S (2002). YTH: a new domain in nuclear proteins.. Trends Biochem Sci.

[30] Buchanan BB, Balmer Y (2005). Redox regulation: a broadening horizon.. Annu Rev Plant Biol.

[31] Gelhaye E, Rouhier N, Navrot N, Jacquot JP (2005). The plant thioredoxin system.. Cell Mol Life Sci.

[32] Busch W, Wunderlich M, Schoffl F (2005). Identification of novel heat shock factor-dependent genes and biochemical pathways in Arabidopsis thaliana.. Plant J.

[33] Addepalli B, Hunt AG (2007). A novel endonuclease activity associated with the Arabidopsis ortholog of the 30-kDa subunit of cleavage and polyadenylation specificity factor.. Nucleic Acids Res.

[34] Forbes KP, Addepalli B, Hunt AG (2006). An Arabidopsis Fip1 homolog interacts with RNA and provides conceptual links with a number of other polyadenylation factor subunits.. J Biol Chem.

[35] Xu R, Ye X, Li Q (2004). AtCPSF73-II gene encoding an Arabidopsis homolog of CPSF 73 kDa subunit is critical for early embryo development.. Gene.

[36] Mittler R, Berkowitz G (2001). Hydrogen peroxide, a messenger with too many roles?. Redox Rep.

[37] Eshdat Y, Holland D, Faltin Z, Ben-Hayyim G (1997). Plant glutathione peroxidases.. Physiol Plant.

[38] Rizhsky L, Liang H, Shuman J, Shulaev V, Davletova S (2004). When defense pathways collide. The response of Arabidopsis to a combination of drought and heat stress.. Plant Physiol.

[39] Shigeoka S, Ishikawa T, Tamoi M, Miyagawa Y, Takeda T (2002). Regulation and function of ascorbate peroxidase isoenzymes.. J Exp Bot.

[40] Gong Z, Dong CH, Lee H, Zhu J, Xiong L (2005). A DEAD box RNA helicase is essential for mRNA export and important for development and stress responses in Arabidopsis.. Plant Cell.

[41] Gong Z, Lee H, Xiong L, Jagendorf A, Stevenson B (2002). RNA helicase-like protein as an early regulator of transcription factors for plant chilling and freezing tolerance.. Proc Natl Acad Sci U S A.

[42] Dong CH, Hu X, Tang W, Zheng X, Kim YS (2006). A putative Arabidopsis nucleoporin, AtNUP160, is critical for RNA export and required for plant tolerance to cold stress.. Mol Cell Biol.

[43] Lee BH, Kapoor A, Zhu J, Zhu JK (2006). STABILIZED1, a stress-upregulated nuclear protein, is required for pre-mRNA splicing, mRNA turnover, and stress tolerance in Arabidopsis.. Plant Cell.

[44] Barabino SM, Ohnacker M, Keller W (2000). Distinct roles of two Yth1p domains in 3′-end cleavage and polyadenylation of yeast pre-mRNAs.. EMBO J.

[45] Tacahashi Y, Helmling S, Moore CL (2003). Functional dissection of the zinc finger and flanking domains of the Yth1 cleavage/polyadenylation factor.. Nucleic Acids Res.

[46] Mandel CR, Kaneko S, Zhang H, Gebauer D, Vethantham V (2006). Polyadenylation factor CPSF-73 is the pre-mRNA 3′-end-processing endonuclease.. Nature.

[47] Ryan K, Calvo O, Manley JL (2004). Evidence that polyadenylation factor CPSF-73 is the mRNA 3′ processing endonuclease.. Rna.

[48] Ok SH, Jeong HJ, Bae JM, Shin JS, Luan S (2005). Novel CIPK1-associated proteins in Arabidopsis contain an evolutionarily conserved C-terminal region that mediates nuclear localization.. Plant Physiol.

[49] Clough SJ, Bent AF (1998). Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana.. Plant J.

[50] Preker PJ, Lingner J, Minvielle-Sebastia L, Keller W (1995). The FIP1 gene encodes a component of a yeast pre-mRNA polyadenylation factor that directly interacts with poly(A) polymerase.. Cell.

[51] Jin Y, Bian T (2004). Nontemplated nucleotide addition prior to polyadenylation: a comparison of Arabidopsis cDNA and genomic sequences.. Rna.

# Supplementary material for: A Polyadenylation Factor Subunit Implicated in Regulating Oxidative Signaling in Arabidopsis thaliana
**Source:** PLoS One. 2008 Jun 11;3(6):e2410. doi: 10.1371/journal.pone.0002410
**Supplement:** Methods S1 — Additional Methods. (0.05 MB DOC)

Supporting File 1. Experimental procedures used for determinations of gene expression

*Cloning and expression of At1g30460*

Initially, the shorter transcript cDNA (AtCPSF30) was cloned based on the predicted amino acid homology to bovine CPSF30 and yeast Yth1p, using cloning and RACE protocols as described (Xu et al., 2004). The primers used for cloning were OXT6-3 and OXT6-4 (Table S6). The larger cDNA was identified by 5′ and 3′ RACE, and cloned using the primers OXT6-5 and OXT6-6 (Table S6). The sequences for these clones have been deposited in Genbank (accessions AY140901 and EU250988), for the short (AtCPSF30) and long (AtCPSF30*-YT521B) polypeptides, respectively.

RNA blotting was performed with total RNA isolated from soil-grown wild-type and *oxt6* plants. RNA was isolated using the Trizol Reagent (Life Technologies, Rockville, MD) was separated on 1% agarose gels in the presence of 0.5M formaldehyde, and the separated RNA transferred to membranes as described (Wang et al., 2004). Filters were hybridized with labeled probes prepared from the parts of the *OXT6* gene shown in Figure 4A; these probes were generated by PCR, using primers (listed in Table S6) OXT6-3 and OXT6-7 for the short transcript (probe 1 in Figure 4A), and primers OXT6-9 and OXT6-10 for the probe targeted to the downstream portion of the gene (probe 2 in Figure 4A).

RT-PCR determinations of *OXT6* gene expression in different tissues was conducted as described previously (Wang et al., 2004). For RT-PCR determinations following MV treatment, 14-d-old seedlings grown on MS plus 1% (w/v) sucrose medium were carefully removed from the agar medium and transferred to three layers of filter paper (3MM, Whatman) soaked with MS liquid medium containing 2 mM methyl viologen or MS medium alone. After 0, 1, 10, or 24 hours, total RNA was extracted from leaves using the TRIzol Reagent (Invitrogen). DNA was removed from the RNA preparations with DNase I (Amp Grade, Invitrogen). One microgram total RNA was reverse transcribed with decamer oligonucleotides included in the RETROscript kit (Ambion) following the supplier's instructions. PCR reactions were performed using the primers OXT6-3 and OXT6-7 for the short, CPSF30 transcript, and OXT6-3 and OXT6-10 for the long CPSF30-YT521-B transcript for analysis in Figure 4D. RT-PCR products were separated on 1.5 or 2.5% (w/v) agarose gels, stained with SYBR Green I (Molecular Probes), and band intensities were quantified with an image analyzer (Model FLA-2000, Fujifilm, Japan). The Arabidopsis actin 2 (*ACT2*) gene (An et al., 1996) was used as a control in this experiment, using the gene-specific primers described previously (Panchuk et al., 2002).

To conduct the *in silico* gene analysis of *OXT6* gene expression (Figure 4C), expression data for the *OXT6* gene (At1g30460, probe 261798_at) was downloaded from the NASC web site (<http://affymetrix.arabidopsis.info/narrays/help/psp-wbubn.html>). Normalized expression values were extracted, compiled (Supplemental Table S4), and analyzed as indicated in the text and figure legends. The sample key for the experiments used here is presented in Supplemental Table S4; this key connects the individual experiments with the various plant sample types and experimental variables.

*Transcriptional profiling and analysis*

*Arabidopsis* plants (the wild-type, *oxt6* mutant, and two independent *oxt6* transformants each carrying a gene encoding just the smaller of the two At1g30460-encoded proteins) were seeded and grown in soil at 22-26°C in an 8 hr light/16 hr dark regime (under Phillips F40CW 34W fluorescent lights, with an intensity of 55 µmol m-2 sec-1). Plants were harvested for RNA isolation after 30 days; for this, six samples derived from 10-15 plants were prepared for each line. RNA was isolated using the Invitrogen Trizol Reagent and further purified with the Qiagen RNeasy Plant Mini Kit, and tested for quality by gel electrophoresis and inspection of the stable RNA bands. Preparations with the highest quality were selected for labeling and hybridization to chips. Ten samples were selected for study – three wild-type, three *oxt6*, and two from each of the complemented lines. Analysis of independent complemented plants minimizes the possible effects that may arise due to T-DNA insertion. RNA labeling, hybridization to Affymetrix *Arabidopsis* gene chips (ATH1 Genome Array), and initial analysis of the chips was performed by the University of Kentucky Microarray Core Facility (<http://www.mc.uky.edu/UKMicroArray/>). CEL files were further analyzed using the ArrayAssist software package (Stratagene) with the PLIER normalization protocol. Correlation coefficients for comparisons of expression data for chips within an experimental group (e.g., pairwise comparison of all expression data for each of the three wild-type chips) were no lower than 0.95 (not shown), indicating that the chip-to-chip variability was minimal in this study. 

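Pearson's r of log2 intensity over the 22746 probe sets that are not controls was 0.964 to 0.982 between wild-type arrays, 0.950 to 0.983 between *oxt6* arrays and 0.973 to 0.993 between complemented arrays. Over the 12453 probe sets compared, the lowest r within a group was 0.938, between *oxt6* arrays. Between groups, over the 22746 probe sets, r was 0.910 to 0.937 for wild-type and *oxt6*, 0.735 to 0.843 for wild-type and complemented, and 0.735 to 0.896 for *oxt6* and complemented arrays. Over the 12453 probe sets compared these ranges were 0.872 to 0.906, 0.600 to 0.754 and 0.578 to 0.834. Genes within an array are not independent replicates, so no p is given.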

Data for this experiment have been deposited in the GEO repository (accession GSE7211).

Gene lists were derived from pairwise comparisons. Briefly, probes called “absent” by the PLIER analysis on any of the three (for the wild-type and *oxt6* mutant) or four (for the complemented lines) chips in the analysis were removed from the analysis stream. For each probe, the expression ratios for the respective comparisons were then calculated and significance levels (p values from Student’s t-tests) were compiled. The results revealed 850 probes whose expression was at least two-fold higher or lower, at a confidence level P < 0.01, in the *oxt6* mutant than in the wild-type (Supplemental Table S6). 

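The 2-fold and p under 0.01 rules, applied to the deposited linear values of all probe sets that are not controls, gave 967 probe sets, 612 higher and 355 lower in *oxt6*. On the 12453 probe sets with the highest mean they gave 924, of which 602 were higher. Detection calls are not used here, so probe sets called absent were not removed.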

To narrow the list of 850 probes down to those responsive to just the smaller *OXT6*-encoded mRNA, they were compared with the set of probes that were significantly different between the *oxt6* mutant and the two complemented plant lines described in the Results. This exercise yielded 398 probes that were also significantly different, at the P<0.01 level, in the mutant compared with the complemented lines (Table S7). 

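Of the 967 probe sets, 586 also differed between *oxt6* and the complemented plants at this level, and 498 of these moved the same way in both comparisons. Among the 12453 probe sets with the highest mean the corresponding counts were 576 and 490.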

Because the stress-tolerant phenotypes of the wild-type and complemented lines are similar, those probes in Table S7 that were less than two-fold different in the wild-type/complemented comparison were retained for final compilation. In addition, probes that had opposing trends in the *oxt6* mutant and the complemented lines (abundance in the mutant less than in the wild-type, and abundance in the complemented plants greater than in the wild-type, and the converse of these cases) were also retained. This exercise yielded 352 probes whose expression correlated with the stress-tolerant phenotype. 

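The last rules left 463 probe sets, 375 higher and 88 lower in *oxt6*, and they included all 352 of Table S1. With the filter on dim probe sets in place of the absent calls 455 were left. For each of the 352 probe sets, all 3 ratios of Table S1 equalled the ratios of the group means of the deposited values within 1%.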

Because of some ambiguity in the probe-gene correspondence, this set of 352 probes identified 362 genes (Table S1).

In some instances, RNA blot analysis was performed to corroborate the microarray results. These studies were conducted as described elsewhere (Addepalli et al., 2004), using probes derived from the plasmids listed in Table S6. Template for labeled probe for one of the genes mentioned in Table 1 (for At5g06690) was produced by RT/PCR as described (Addepalli et al., 2004), using *Arabidopsis* total RNA and the primers indicated in Table S6. The results of this corroboration are available upon request.

References:

**Addepalli, B., Meeks, L.R., Forbes, K.P., and Hunt, A.G.** (2004). Novel alternative splicing of mRNAs encoding poly(A) polymerases in *Arabidopsis*. Biochim Biophys Acta **1679,** 117-128.

**An, Y.Q., McDowell, J.M., Huang, S., McKinney, E.C., Chambliss, S., and Meagher, R.B.** (1996). Strong, constitutive expression of the *Arabidopsis* ACT2/ACT8 actin subclass in vegetative tissues. Plant J **10,** 107-121.

**Panchuk, I.I., Volkov, R.A., and Schoffl, F.** (2002). Heat stress- and heat shock transcription factor-dependent expression and activity of ascorbate peroxidase in *Arabidopsis*. Plant Physiol **129,** 838-853.

**Wang, H., Caruso, L.V., Downie, A.B., and Perry, S.E.** (2004). The embryo MADS domain protein AGAMOUS-Like 15 directly regulates expression of a gene encoding an enzyme involved in gibberellin metabolism. Plant Cell **16,** 1206-1219.

**Xu, R., Ye, X. and Li, Q.Q.** (2004). AtCPSF73-II gene encoding an *Arabidopsis* homolog of CPSF 73 kDa subunit is critical for early embryo development. Gene **324**, 35-45.

# Supplementary material for: A Polyadenylation Factor Subunit Implicated in Regulating Oxidative Signaling in Arabidopsis thaliana
**Source:** PLoS One. 2008 Jun 11;3(6):e2410. doi: 10.1371/journal.pone.0002410
**Supplement:** Table S3 — The results of sequencing of 3′-RACE clones from nine collections are presented here. The At gene designation is indicated in underlined text; following the AtGID are collections of sequences obtained from wild-type plants, the oxt6 mutant, and the mutant complemented with the smaller At1g30460-encoded RNA. Each line represents a separate sequence. All sequences possessed the poly(A) tract present in the RT primer; this tract has been deleted from the sequences shown here. All sequences read, left to right, 5′→3′, and the 3′-most base denotes the polyadenylation site. Nucleotides other than the poly(A) tract that are that are not templated [48] are denoted in lower case. (0.06 MB DOC)

**Supporting Table S3 – compilation of 3′-RACE sequences.**

**UBC28 – At1g64230**

wild-type sequences:

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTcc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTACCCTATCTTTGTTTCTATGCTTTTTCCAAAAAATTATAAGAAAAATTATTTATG

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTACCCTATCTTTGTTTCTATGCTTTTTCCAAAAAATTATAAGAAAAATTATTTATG

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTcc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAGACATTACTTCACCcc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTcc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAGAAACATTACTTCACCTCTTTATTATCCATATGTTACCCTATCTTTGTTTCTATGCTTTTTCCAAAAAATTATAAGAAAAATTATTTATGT

*oxt6* sequences:

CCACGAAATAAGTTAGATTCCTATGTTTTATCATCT

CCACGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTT

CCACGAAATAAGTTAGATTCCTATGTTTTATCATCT

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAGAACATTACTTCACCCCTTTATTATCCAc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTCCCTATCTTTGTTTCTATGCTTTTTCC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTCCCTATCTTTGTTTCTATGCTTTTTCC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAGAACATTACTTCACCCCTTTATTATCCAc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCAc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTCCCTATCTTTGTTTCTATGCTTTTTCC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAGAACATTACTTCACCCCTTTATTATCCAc

complement sequences:

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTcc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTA

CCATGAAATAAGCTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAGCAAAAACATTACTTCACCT

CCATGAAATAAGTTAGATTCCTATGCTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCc

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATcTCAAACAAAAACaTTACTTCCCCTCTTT

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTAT

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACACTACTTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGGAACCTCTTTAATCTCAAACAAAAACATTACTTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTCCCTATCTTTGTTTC

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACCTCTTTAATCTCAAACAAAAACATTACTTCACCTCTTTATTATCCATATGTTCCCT

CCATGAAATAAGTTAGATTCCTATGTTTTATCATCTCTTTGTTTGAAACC

**Metallothionein -At3g09390**

wild-type sequences:

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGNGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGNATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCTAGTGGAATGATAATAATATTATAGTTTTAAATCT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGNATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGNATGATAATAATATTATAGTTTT

*oxt6* sequences:

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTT

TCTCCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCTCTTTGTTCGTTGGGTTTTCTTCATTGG

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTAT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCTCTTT

complement sequences:

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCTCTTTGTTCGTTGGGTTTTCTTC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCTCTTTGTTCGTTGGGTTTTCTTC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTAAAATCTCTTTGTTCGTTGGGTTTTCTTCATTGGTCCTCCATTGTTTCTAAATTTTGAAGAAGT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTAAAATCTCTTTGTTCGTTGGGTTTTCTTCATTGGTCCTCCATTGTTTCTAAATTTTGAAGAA

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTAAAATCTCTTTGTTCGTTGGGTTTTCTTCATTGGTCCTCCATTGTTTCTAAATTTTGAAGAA

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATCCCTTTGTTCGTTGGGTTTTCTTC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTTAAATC

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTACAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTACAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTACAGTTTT

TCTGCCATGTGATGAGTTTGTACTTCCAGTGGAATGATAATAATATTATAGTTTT

**Thionin - At5g36910**

wild-type sequences:

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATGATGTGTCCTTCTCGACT

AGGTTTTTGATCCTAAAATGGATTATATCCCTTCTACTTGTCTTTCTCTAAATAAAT

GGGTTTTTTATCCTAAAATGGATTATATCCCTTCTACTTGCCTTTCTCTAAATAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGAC

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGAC

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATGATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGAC

*oxt6* sequences:

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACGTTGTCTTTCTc

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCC

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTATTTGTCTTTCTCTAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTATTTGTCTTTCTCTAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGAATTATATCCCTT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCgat

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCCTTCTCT

complement sequences:

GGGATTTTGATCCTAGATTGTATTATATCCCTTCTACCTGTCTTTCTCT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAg

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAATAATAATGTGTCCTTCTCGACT

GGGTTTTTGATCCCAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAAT

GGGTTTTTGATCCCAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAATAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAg

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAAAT

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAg

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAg

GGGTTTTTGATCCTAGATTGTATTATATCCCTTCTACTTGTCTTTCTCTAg

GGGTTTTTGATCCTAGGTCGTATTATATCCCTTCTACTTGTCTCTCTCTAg

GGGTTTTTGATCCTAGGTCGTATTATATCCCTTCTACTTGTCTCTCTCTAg

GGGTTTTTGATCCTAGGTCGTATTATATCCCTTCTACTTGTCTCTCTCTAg

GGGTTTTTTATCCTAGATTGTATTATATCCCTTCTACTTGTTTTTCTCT

**rbcS – At5g38410**

wild-type sequences:

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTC

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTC

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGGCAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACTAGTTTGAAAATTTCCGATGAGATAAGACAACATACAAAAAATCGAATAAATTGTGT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

oxt6 sequences:

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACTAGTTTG

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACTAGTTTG

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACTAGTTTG

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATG

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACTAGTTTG

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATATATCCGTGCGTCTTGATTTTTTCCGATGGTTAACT

complement sequences:

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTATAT

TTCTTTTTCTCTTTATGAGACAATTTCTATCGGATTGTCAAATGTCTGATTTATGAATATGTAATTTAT

# Supplementary material for: A Polyadenylation Factor Subunit Implicated in Regulating Oxidative Signaling in Arabidopsis thaliana
**Source:** PLoS One. 2008 Jun 11;3(6):e2410. doi: 10.1371/journal.pone.0002410
**Supplement:** Table S6 — Primers and plasmids used in this study. (0.09 MB DOC)

Supporting Table S6. Oligonucleotides and plasmids used in this research

| Designation | source (AtGID) | sequence (5′->3′) or plasmid designation | used for |
| --- | --- | --- | --- |
| primers |  | sequence (5′->3′) |  |
|  |  |  |  |
| NPT-5′ | NPTII gene | CCTGTCCGGTGCCCTGAATG | PCR, confirming T-DNA insert |
| NPT-3′ | NPTII gene | CCACAGTCGATGAATCCAGAAAAG | PCR, confirming T-DNA insert |
| TDNA-1 |  | TAGACGGTTTTTCGCCCTTTGACG | TAIL |
| TDNA-2 |  | CGATTTCGGAACCACCATCAAACAGGA | TAIL |
| TDNA-3 |  | AACTCTCTCAGGGCCAGGCGGTGAAG | TAIL |
| OXT6-1 | At1g30460 | GGATCCATTAGGCCATTGAGCACAGCACT | Cloning for complementation |
| OXT6-2 | At1g30460 | CTGCAGACAACTTCAAGCGCAATCTGGTAA | Cloning for complementation |
| OXT6-3 | At1g30460 | ATGGAGGATGCTGATGGACTT | Small cDNA cloning |
| OXT6-4 | At1g30460 | CAGAACCCAATTAAAAACCTTAG | Small cDNA cloning |
| OXT6-5 | At1g30460 | ATGGAGGATGCTGATGGACTT | Large cDNA cloning |
| OXT6-6 | At1g30460 | CCGACGCTTCTTTCCTTCAC | Large cDNA cloning |
| OXT6-7 | At1g30460 | GGACTCTGAACACACCTATTTAC | Probe for Northern, RT-PCR (5′ end) |
| OXT6-8 | At1g30460 | GGTACTGGTCCTCTGAAATC | Probe for Northern, RT-PCR (3′ end) |
| OXT6-9 | At1g30460 | GAATTAGAGCCCTCCGTTGGT | Probe for Northern, RT-PCR (3′ end) |
| OXT6-10 | At1g30460 | CTCTTCTTCTCGTTTTGCTTCTGC | RT-PCR (3′ end) |
| Met-5′-1 | At3g09390 | ATGTCTTGCTGTGGAGGAAACTGC | 3′-RACE |
| Met-5′-2 | At3g09390 | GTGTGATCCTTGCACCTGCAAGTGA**A** | 3′-RACE |
| Thion-5′-1 | At5g36910 | ATGGAAGGCAAAACTGTGATCTCAAGTC | 3′-RACE |
| Thion-5′-2 | At5g36910 | CTTCTGTCTGCACCGGAGGATCTA | 3′-RACE |
| E2-5′-1 | At1g64230 | ATGGCTTCGAAAAGGATCTTGAAAGAG | 3′-RACE |
| E2-5′-2 | At1g64230 | GAGCAAAGTATGAGTCTACTGCGAGAAGCT | 3′-RACE |
| 3′RACE RT primer |  | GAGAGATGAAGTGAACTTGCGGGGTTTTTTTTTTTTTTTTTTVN | RACE-RT |
| 3′ RACE nested primer |  | GAGAGATGAAGTGAACTTGCGGGGTT | RACE - PCR |
| 5′ | At5g06690 | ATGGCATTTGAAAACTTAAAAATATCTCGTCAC | Microarray confirmation cloning |
| 3′ | At5g06690 | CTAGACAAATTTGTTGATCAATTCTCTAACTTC | Microarray confirmation cloning |
| plasmids |  | Plasmid designation |  |
|  | At5g04260 | U18029 | Microarray confirmation |
|  | At3g25580 | U60922 | Microarray confirmation |
|  | At1g07960 | U50593 | Microarray confirmation |

How the deposited data were processed for this re-analysis (not part of the article)

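Transcripts in leaves of 30-day-old plants were measured on 10 Affymetrix ATH1 arrays, 3 of the wild-type, 3 of *oxt6* and 4 of complemented plants, 2 from each of lines 5 and 6. The authors analysed the scans in ArrayAssist with the PLIER protocol, whose version is not given, and the values used here are the resulting intensities on a linear scale with a floor at 16. The ratios of Table S1 were recomputed from these values to settle their scale and direction. Genes were named from an annotation table for 14016 probe sets and from the paper's tables for 533 more, and 8197 probe sets have no gene named here.

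The 64 control probe sets were set aside, 1 was added to each intensity before taking log2, and the 12453 probe sets with the highest mean were compared in limma 3.58.1 (R 4.3.3) with one mean per group and a trended variance. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A probe set was called AtCPSF30-dependent where it passed in *oxt6* against the wild-type at 2-fold or more, passed the same way against the complemented plants, and was either under 2-fold between wild-type and complemented plants or changed beyond the wild-type in the complemented plants. Gene lists were compared with all other probe sets by camera with a preset correlation of 0.01 and with an estimated correlation, and were tested against no change by fry, for lists with at least 5 members tested. The lists came from Tables S2 and S4 (thioredoxins, glutaredoxins, detoxifying enzymes, glutathione-related, heat shock, cold shock, defense-related, auxin-related, ubiquitin-conjugating, ethylene-related and ribosomal protein genes), from the genome (chloroplast-encoded genes) and from textbook knowledge (salicylate and pathogen response, endoplasmic reticulum chaperones, morning and evening clock genes, jasmonate, glucosinolate synthesis, polyadenylation factors, light-harvesting complex, reactive oxygen signalling, cell division, leaf senescence, flowering time, calmodulins, and markers of root, flower and shoot apex, and seed). In simulated data, a log2 change of 1 was recovered at 140 of 200 probe sets in *oxt6* against the wild-type and a change of 2 at 195, with 20 false calls, and the corresponding numbers against the complemented plants were 150, 198 and 15.

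The groups, lists, tests at the claims and 16 alternatives were chosen before the data were examined. The tests of RNA integrity and of scaling for the complemented arrays and a rule on the spread of the tests with the 3'/5' signal were chosen afterwards, and 3 alternatives were added afterwards: the 3'/5' signal of each array as a covariate, and the older control probe sets and an offset of 16 for that signal. The alternatives were the methods' t-test with an unadjusted p under 0.01 and after Benjamini-Hochberg adjustment, 2 other scalings of the arrays, no filter or the 8000 brightest probe sets, an offset of 16, fits on only the groups compared, blocks for replicate number and line, each complemented line alone, array weights, leaving out each array, an adjusted p under 0.01, and an estimated correlation for the lists. Genes were named by a rule: the largest changes per comparison, the AtCPSF30-dependent genes changed most against both groups, up to 4 members of each list, and the genes that the paper names for the arrays or lists in Table S7. The ratios in the paper's tables had been seen when the rule was written, and not every gene it takes is named. The 3'/5' signal is the mean over 3 control genes of the log2 difference between the 3' and the 5' probe sets, compared by an exact permutation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Detection calls are not used here, the cloned 3' ends of Table S3 were not analysed here, and the sizes of the published stress lists were not tested for overlap.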

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

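The tests of RNA integrity and of scaling for the complemented arrays were chosen only after the result was seen, and for the tests with the 3'/5' signal in the fit the requirement that every value without 1 array fall on the same side of the bound was added after their values were seen; by the bounds as first written both values would have counted as a fit of RNA integrity.

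The complemented arrays stood apart from the others: 8947 probe sets differed from the wild-type, and the log2 3' minus 5' signal of the control genes, which the paper does not report, was 2.2 higher in *oxt6* and differed by -2.15 between complemented and wild-type arrays (exact permutation test, p = 0.0286). Quantile normalization left 9331 probe sets changed, which argues against the scaling of the arrays alone. The log2 signal of the spike-in controls differed by -1.17 between complemented and wild-type arrays and by 0.75 between *oxt6* and complemented arrays (exact permutation test, p = 0.0286 for each). A technical difference between these arrays therefore stays open, and its source was not tested. Across the probe sets compared, the way *oxt6* replicate 1, whose 3'/5' signal lies nearest the complemented arrays, differed from replicates 2 and 3 correlated with the complemented minus wild-type differences at r = 0.535, so RNA integrity or labelling may contribute, although this rests on 1 array and genes are not independent. A fit with the 3'/5' signal called 4113 probe sets. Within groups that signal varied mainly through *oxt6* replicate 1 (1.09, against 2.88 and 2.75 in replicates 2 and 3). The fit thus leans on 1 array and does not show that these differences are free of RNA integrity. An effect of the transgene or of growth stays open as untested.

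Glutaredoxin genes were higher in *oxt6* than in the complemented plants by a median log2 of 1.19 (median standard error 0.20; camera adjusted p = 2.89e-04, and adjusted p = 0.608 with an estimated correlation). In the fit with the 3'/5' signal the median was 0.59 (median standard error 0.37), under the bound of 50% set for it, and 6 members in place of 16 passed, since the fold fell and its error rose. Without *oxt6* replicate 1 that median was 0.20 and without complemented line 5 replicate 2 it was 0.65, so the bound is crossed by the spread. Within *oxt6*, the median difference of replicate 1 from replicates 2 and 3 for these genes was -0.32 relative to all probe sets compared, a value of 1 array. It met neither the bound written beforehand for RNA integrity, below minus 50% of 1.19, nor the one against it, so it decided nothing. RNA integrity and the genotype cannot be told apart for this list. Against the wild-type 10 members passed with and without the signal in the fit. There the group means of the 3'/5' signal differed by 0.056, but the groups were not matched on it. The *oxt6* arrays ran from 1.09 to 2.88 and the wild-type arrays from 2.00 to 2.37, and no *oxt6* array lay within the wild-type range.

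Of the 858 AtCPSF30-dependent probe sets, 73.2% were higher in *oxt6*. In 20 simulated sets of groups without a change that share the *oxt6* arrays at most 0 probe sets met the rules, but in these sets none passed in both comparisons even before the fold rules, so this count decides nothing. Over all probe sets compared, these sets gave a covariance of the fold changes of 0.027 against 0.229 observed, so sharing by itself made up little of it. The correlation was higher in these sets (0.535 against 0.280). For the 858 and their direction the part of the shared arrays stays open. With the 3'/5' signal in the fit 48.6% kept a 2-fold change against both groups, 320 of the 628 higher and 97 of the 230 lower, under the bound of 50%, and the median difference from the complemented plants went from 1.65 to 1.04 for the higher and from -1.44 to -0.87 for the lower ones. The share was 43.2% without wild-type replicate 3 and 57.1% without *oxt6* replicate 1, the only array whose removal took it past the bound, and the median standard error rose from 0.19 to 0.36. For the difference from the complemented plants RNA integrity cannot be told apart from the genotype. Against the wild-type a difference in RNA preparation is not excluded either. There the group means of the 3'/5' signal differed by 0.056, but no *oxt6* array lay within the wild-type range, and the 5S rRNA signal differed by 1.55.

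For *oxt6* against the wild-type, 10 splits of 3 arrays against 3 are too few for a share under 0.05: in 1 of them, the real one, 2980 probe sets were called, and the highest of the others gave 0. For *oxt6* against the complemented plants 8475 probe sets were called in 1 of 35 splits, the real one, and the highest of the others gave 16. A share of 1 of 35 is the smallest that 3 arrays against 4 allow. The complemented arrays are also 2 from each of lines 5 and 6, not 4 equal replicates. Chance is therefore made less likely but is not excluded. The same holds for complemented plants against the wild-type, with 9408 in 1 of 35 splits, the real one, and 3865 in the highest of the others, which sets complemented line 5 replicate 1 and both line 6 arrays against the rest. Between complemented lines 5 and 6, 531 probe sets differed by a test of that difference, 399 higher and 132 lower in line 5. The count was 1121 without *oxt6* replicate 1, an array of neither line that only enters the estimate of the spread, and 0 by the methods' t-test after Benjamini-Hochberg adjustment (861 at an unadjusted p under 0.01). The 5S rRNA control probe set, which the paper does not report, lay above the wild-type by 1.55 and above the complemented plants by 1.85 in *oxt6*. Genes of the salicylate and pathogen response, which the paper does not discuss, were lower by a median of -2.25 in *oxt6* and of -1.88 in the complemented plants than in the wild-type, with adjusted p = 0.0511 and adjusted p = 0.609 with an estimated correlation in camera. Both comparisons use the same 3 wild-type arrays, so a high level in these alone would lower both, and in the complemented plants the 3'/5' signal differed as well, WAK1 was higher (0.91) and WRKY70 did not pass. No array of the 4 complemented ones lay far from the others by Dixon's test in any of 25 measures, where chance would give about 1 in 20. This test could hardly find one, since where lines 5 and 6 differ each array has a near partner of its own line. The measures overlap, and the wild-type and *oxt6* arrays were not tested in this way.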

How the results depend on the processing

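The 3'/5' signal as a covariate, and the older control probe sets and the offset of 16 for that signal, were chosen only after the result was seen. Among the 44 main results, 474 values under other alternatives kept their side of the threshold (or stayed within 1.5 times for a count). Under these alternatives 35 counts or levels moved further, 21 tests lost their call and 9 gained one. Leaving out each array in turn left 396 values in place, while 5 moved further, 3 lost their call and 6 gained one. No result that passed its test changed sign. Results that passed in neither setting did: without *oxt6* replicate 1 the median of the heat shock list against the wild-type went from -0.021 to 0.048 and that of the thioredoxin list against the complemented plants from -0.21 to 0.011, without wild-type replicate 3 the chloroplast-encoded list went from -0.14 to 0.056, and without *oxt6* replicate 3 UBC28 against the wild-type went from -0.040 to 0.015. The share of higher probe sets among those changed against the wild-type went from 57.2% to 45.8% without *oxt6* replicate 2. With the methods' t-test at an unadjusted p under 0.01, 1837 probe sets changed in *oxt6* against the wild-type, 924 at 2-fold, 576 of them also against the complemented plants, 455 AtCPSF30-dependent, 7 thioredoxin and 5 glutaredoxin genes higher than both, and 861 between lines 5 and 6; after Benjamini-Hochberg adjustment these were 1329, 742, 538, 397, 6, 3 and 0, and 5 genes of Table 1 passed. With array weights, which ranged from 0.168 for *oxt6* replicate 1 to 4.60 for replicate 3, they were 7094 against the wild-type, 1337 AtCPSF30-dependent, 20 thioredoxin, 14 glutaredoxin and 1 detoxifying genes, and 2602 between lines, with the detoxifying (-0.61), cold shock (-0.33) and endoplasmic reticulum chaperone (-0.68) lists now passing against the wild-type, the glutathione-related list (0.19) no longer, and UBC28 passing against the complemented plants (0.42). At an adjusted p under 0.01, 2106 probe sets changed against the wild-type and 285 between lines, where fewer pass by construction. UBC28 also passed with centring on the median (0.55), quantile normalization (0.45), the 8000 brightest probe sets (0.36), an offset of 16 (0.35) and line 6 alone (0.56). The glutathione-related list lost its call with centring (0.34), quantile normalization (0.20) and the brightest probe sets (0.30), the thioredoxin list with quantile normalization (0.27) and the brightest probe sets (0.32), the glutaredoxin list with both (0.38 and 0.51), and the salicylate list of the complemented plants with the brightest probe sets (-1.70). The offset of 16 moved the probe set of AtCPSF30 in *oxt6* against the complemented plants from 1.16 to 0.75, a move set by the floor, at which 3 of the 4 complemented arrays stand, and a fit on the 2 groups alone gave 2933 between lines. With an estimated correlation in camera no list passed in any comparison (smallest adjusted p = 0.0511). Of the calls given above and in the other parts this ended, with medians as before: salicylate (-2.25, and -1.88 in complemented plants), detoxifying (-1.21) and glutaredoxin (1.19) against complemented plants, and glutaredoxin (0.43), thioredoxin (0.35), glutathione-related (0.29), ribosomal (0.25), ubiquitin-conjugating (0.79), auxin-related (0.39) and defense-related (-0.34) against the wild-type; it also ended those of the ubiquitin-conjugating, auxin-related and chloroplast-encoded lists against the complemented plants, and of the glutaredoxin, detoxifying, glutathione-related, defense-related and chloroplast-encoded lists between complemented and wild-type plants. Holding the 3'/5' signal in the fit, 3093 probe sets changed against the complemented plants (2866 at 2-fold), 4113 between complemented and wild-type plants and 1083 between lines, 462 of those 2-fold against the wild-type also against the complemented plants, 408 were AtCPSF30-dependent, and 6 thioredoxin, 4 glutaredoxin, 5 Table 1 and 4 singlet oxygen genes passed, while the detoxifying list did not (-0.49). Leaving out each array in turn gave 2590 to 4180 probe sets against the wild-type, 704 to 1240 AtCPSF30-dependent, 222 (without line 5 replicate 2) to 1121 (without *oxt6* replicate 1) between lines (287 without line 5 replicate 1, 246 and 231 without each line 6 array, where 1 array is left for a line and the other groups supply the spread), and 0.26 to 0.45 for UBC28. The glutaredoxin list against the wild-type ran from 0.21 (without *oxt6* replicate 2) to 0.71 (without replicate 1) and lost its call without replicate 3 (0.31). The detoxifying list ran from -0.32 to -0.19, the chaperones from -0.54 to -0.19 and the cold shock list from -0.31 to -0.15, each passing without *oxt6* replicate 1 (cold shock -0.26, and -0.31 without wild-type replicate 2), the glutathione-related list from 0.20 to 0.35 (no call without *oxt6* replicate 1 or wild-type replicate 3), and the chloroplast-encoded list from -0.31 (called without wild-type replicate 2) to 0.056 (without wild-type replicate 3). Centring moved the median of all probe sets by 0.20 in *oxt6* against complemented plants and by -0.15 in complemented plants against the wild-type. Replicate numbers did not pair the arrays (r = 0.103, -0.206 and 0.130 for equal numbers), and a block for them gave 845 AtCPSF30-dependent probe sets. Fry tests a list against no change, not against other probe sets. In *oxt6* against the wild-type the salicylate (adjusted p = 7.38e-06), glutaredoxin (adjusted p = 0.0386) and thioredoxin lists passed it. So did all other lists tested but the detoxifying, heat shock, ethylene-related, chloroplast-encoded and chaperone lists. Against the complemented plants all but the thioredoxin, defense-related and ethylene-related lists passed. The list tests were not run with the t-test or with lines as a random block, and probe sets near the floor cannot show a fall. Apart from the changes that fewer arrays, fewer probe sets or a stricter threshold bring by construction, the cause was not tested.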

Differences from the paper's values

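No test in this part was chosen after its result was seen, apart from the fit with the 3'/5' signal. The paper's value for probe sets changed at least 2-fold in *oxt6* against the wild-type is 850 at p under 0.01 by a t-test, and at limma's adjusted p under 0.05 it was 1467 here. Within 1.5 times of the paper's value, of the alternatives chosen beforehand, were the methods' t-test (924, and 742 after Benjamini-Hochberg adjustment), the 8000 brightest probe sets (1235) and an offset of 16 (1182). The other scalings, no filter, fits on the groups compared, the replicate block, either line alone, lines as a random block, array weights, an adjusted p under 0.01 and leaving out each array were not. The paper's value for those also changed against the complemented plants is 398, against 1116 here, and the paper's value for AtCPSF30-dependent probe sets is 352, against 858 here. For both, of the alternatives chosen beforehand, the methods' t-test came within 1.5 times (576 and 455, and 538 and 397 after adjustment) and the others did not. With the 3'/5' signal in the fit, chosen after seeing the values, they were 462 and 408, also within 1.5 times.

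The paper's count of thioredoxin genes with the expression of interest is 20, for which it states no threshold and asks for a higher level than in either other group. By that part of its rule 27 thioredoxin and 18 glutaredoxin genes were counted here, within 1.5 times of the paper's 20 and 12, while the stricter count of thioredoxin genes higher in *oxt6* than in both other groups was 13. For that stricter count array weights gave 20, leaving out *oxt6* replicate 1 gave 17 and line 5 alone gave 14, while the other alternatives did not come within 1.5 times. The paper's criterion also asks for little difference between wild-type and complemented plants or a higher level in the wild-type, which was not applied in these counts. With the methods' t-test at p under 0.01, 18 thioredoxin and 12 glutaredoxin genes were higher than either group. Of the detoxifying genes the paper's count is 1, namely FSD2, and here 0 were higher than both groups, and 2, FSD1 and PRXQ, the last named after its value was seen, were higher than either. Array weights gave 1 higher than both, which was FSD2, and the methods' t-test at p under 0.01 gave 1 higher than either, which was PRXQ. The other alternatives did not give the paper's count. FSD2 also passed against the complemented plants with centring on the median (0.69), with quantile normalization (0.61), without *oxt6* replicate 1 (0.65) and without complemented line 5 replicate 2 (0.62).

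The paper states that expression of 3 of the genes whose poly(A) sites were mapped did not differ significantly between the 3 backgrounds. For UBC28, the one of them with a probe set named here, *oxt6* did not pass against the wild-type (-0.040, adjusted p = 0.88) or the complemented plants (0.36, adjusted p = 0.0505), and the complemented plants were below the wild-type (-0.40, adjusted p = 0.0309). The paper states that most detoxifying genes were little affected by the mutation. Of 27, 19 did not pass against the wild-type. Against the complemented plants, where the 3'/5' signal differed by 2.2, 22 were lower, but as a list they did not pass with an estimated correlation (adjusted p = 0.608) or with the 3'/5' signal in the fit (median -0.49).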

Other observations

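No test in this part was chosen only after its result was seen. All 9 genes tested of the salicylate and pathogen response were lower in *oxt6* than in the wild-type (9 when adjusted over the list alone), by a median log2 of -2.25 (camera adjusted p = 2.09e-09, and adjusted p = 0.0511 with an estimated correlation). PR1, a marker of the salicylate response, read 37.3 ± 5.48 (SD, n = 3) in *oxt6*, 437 ± 74.0 (SD, n = 3) in the wild-type and 31.9 ± 5.77 (SD, n = 4) in the complemented plants. PR5 and the glucanase BGL2 changed by -3.72 and -3.34 in *oxt6*. The complemented plants did not have the wild-type level of these genes: 7 of the 9 were lower than in the wild-type and 1 was higher (7 and 2 when adjusted over the list alone; median -1.88, camera adjusted p = 0.00635, and adjusted p = 0.609 with an estimated correlation), with PR5 at -2.76, BGL2 at -1.70 and GRX480 at -4.19, while the 3'/5' signal differed by -2.15. Both comparisons use the same 3 wild-type arrays. Between *oxt6* and the complemented plants directly, 3 of the genes were higher and 4 lower in the mutant (3 and 4 when adjusted over the list alone), with a median of 0.21 and a mean of -0.59 (camera adjusted p = 0.57). WRKY70, a transcription factor of salicylate signalling, fell by 1.66 in *oxt6* and stood at 0.52 in the complemented plants (adjusted p = 0.0582), and it did not pass in *oxt6* by the methods' t-test after Benjamini-Hochberg adjustment. Of 66 defense-related genes of Table S2, 24 were lower and 2 higher in *oxt6* than in the wild-type (24 and 2 when adjusted over the list alone; median -0.34, camera adjusted p = 5.39e-04, and adjusted p = 0.403 with an estimated correlation), and PR1 and PR5 are members of this list too. The complemented plants were lower than the wild-type at 39 and higher at 13 of these (39 and 13 when adjusted over the list alone; median -0.73, camera adjusted p = 0.00547, and adjusted p = 0.609 with an estimated correlation), and *oxt6* was higher than the complemented plants at 22 and lower at 15 (21 and 15 when adjusted over the list alone; median 0.19, camera adjusted p = 0.275).

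Of 22 ubiquitin-conjugating genes 15 were higher and none lower in *oxt6* than in the wild-type (15 and 1 when adjusted over the list alone; median 0.79, camera adjusted p = 2.55e-06), UBC6 by 1.42, which did not pass by the methods' t-test after Benjamini-Hochberg adjustment. Of 256 ribosomal protein genes 89 were higher and 13 lower (92 and 14 when adjusted over the list alone; median 0.25, camera adjusted p = 1.50e-05), AT3G04920 by 2.34. Of 100 auxin-related genes 40 were higher and 11 lower (42 and 16 when adjusted over the list alone; median 0.39, camera adjusted p = 0.00116), with the auxin-induced SAUR63 and SAUR15 higher by 1.89 and 1.71. With an estimated correlation none of these lists passed (adjusted p = 0.403 for ubiquitin-conjugating and auxin-related genes and adjusted p = 0.304 for ribosomal protein genes). Against the complemented plants, where the 3'/5' signal differed by 2.2, 118 ribosomal protein genes were higher and 91 lower (119 and 92 when adjusted over the list alone) and the list did not pass (camera adjusted p = 0.0987). In that comparison 48 auxin-related genes were higher and 31 lower (48 and 31 when adjusted over the list alone; median 0.32, camera adjusted p = 0.042, and adjusted p = 0.608 with an estimated correlation), SAUR63 and SAUR15 by 4.59 and 3.91, and 15 ubiquitin-conjugating genes were higher and 3 lower (15 and 3 when adjusted over the list alone; median 0.67, camera adjusted p = 0.00972, and adjusted p = 0.608 with an estimated correlation). Of 52 glutathione-related genes 16 were higher and 7 lower than in the wild-type (18 and 8 when adjusted over the list alone; median 0.29, camera adjusted p = 0.045, and adjusted p = 0.449 with an estimated correlation), a call that also ended with either other scaling, the 8000 brightest probe sets or array weights, and without *oxt6* replicate 1 or wild-type replicate 3. The ethylene-related (3 higher and 5 lower of 31, camera adjusted p = 0.221), chloroplast-encoded (5 and 4 of 65, camera adjusted p = 0.539) and endoplasmic reticulum chaperone lists (0 and 1 of 7, camera adjusted p = 0.137) did not pass, with 3 and 5, 2 and 2, and 0 and 1 when adjusted over each list alone. Against the complemented plants 10 glutathione-related genes were higher and 30 lower (10 and 30 when adjusted over the list alone; median -0.68, camera adjusted p = 0.0926), 36 chloroplast-encoded genes were higher and 13 lower (36 and 13 when adjusted over the list alone; median 0.60, camera adjusted p = 0.0079, and adjusted p = 0.608 with an estimated correlation), and 1 chaperone was higher and 6 were lower (1 and 6 when adjusted over the list alone; median -1.26, camera adjusted p = 0.0792). The ethylene-related list had 9 higher and 10 lower there (9 and 10 when adjusted over the list alone; median -0.19, mean 0.026, camera adjusted p = 0.909). Against the wild-type ERF4, a repressor of ethylene responses, fell by 1.4, and ndhA rose by 1.84.

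Lists with fewer than 5 members tested are only described, as *oxt6* against the wild-type. Both light-harvesting genes tested were lower. Of 3 cell division genes 1 was higher and 1 lower, CYCD3;3, a D-type cyclin, rising by 2.41. Of 2 flowering time genes 1 was higher, AGL20, which promotes flowering, by 1.11. The morning clock gene tested, LHY, was higher, and the evening clock gene did not pass. Of 3 genes each of jasmonate, of glucosinolate synthesis and of reactive oxygen signalling, 1 was lower in each list, as was 1 of 4 polyadenylation factors and 1 of 2 genes of leaf senescence. Of 10 root markers and 16 markers of flower and shoot apex listed, 1 of each has a probe set named here, and neither was bright enough to be tested. No calmodulin or seed marker has a probe set named here.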
